# Transcriptomes of parents identify parenting strategies and sexual conflict in a subsocial beetle

**DOI:** 10.1038/ncomms9449

**Published:** 2015-09-29

**Authors:** Darren J. Parker, Christopher B. Cunningham, Craig A. Walling, Clare E. Stamper, Megan L. Head, Eileen M. Roy-Zokan, Elizabeth C. McKinney, Michael G. Ritchie, Allen J. Moore

## Abstract

Parenting in the burying beetle *Nicrophorus vespilloides* is complex and, unusually, the sex and number of parents that can be present is flexible. Such flexibility is expected to involve specialized behaviour by the two sexes under biparental conditions. Here, we show that offspring fare equally well regardless of the sex or number of parents present. Comparing transcriptomes, we find a largely overlapping set of differentially expressed genes in both uniparental and biparental females and in uniparental males including *vitellogenin*, associated with reproduction, and *takeout*, influencing sex-specific mating and feeding behaviour. Gene expression in biparental males is similar to that in non-caring states. Thus, being ‘biparental’ in *N. vespilloides* describes the family social organization rather than the number of directly parenting individuals. There was no specialization; instead, in biparental families, direct male parental care appears to be limited with female behaviour unchanged. This should lead to strong sexual conflict.

## Abstract (web summary)

The burying beetle shows flexible parenting behaviour. Here, the authors show that offspring fare equally well regardless of the sex or number of parents present and find similar gene expression profiles in uniparental and biparental females and in uniparental males, which suggests no specialization in parenting.

Parental care, although relatively unusual, is taxonomically widespread and surprisingly diverse^1^,^2^. Most species that care for their offspring exhibit uniparental care and, except in fish, it is typically the female that provides the care^3^,^4^. Yet biparental care can be the ancestral condition^4^,^5^. We still do not know why biparental care is relatively rare or why females are typically the caring parent given both parents benefit from the care provided to their offspring. It is also possible that the presence of both parents does not mean that both actively care for the offspring. Biparental social conditions therefore describe the presence of two (potential) parents, while biparental care describes the active participation of both in parenting the offspring. Theoretically, a biparental social condition with biparental care may be stable if one parent cannot successfully raise offspring alone^6^ or if biparental care can increase offspring fitness more than the fitness gained by the deserting parent via remating or increased survival^2^. It has been suggested that stable biparental care can also be maintained via specialization of parenting tasks by the sexes^7^. Potential for future reproduction^6^, certainty of paternity^8^, life-history differences^9^,^10^ and conflict between the sexes^11^ are all predicted to influence which sex cares. Despite this considerable theoretical work, experimental tests of the different models have provided ambiguous results. Biparental care does not always provide benefits over uniparental care even when it is the norm, and species exist that exhibit all forms of care within a population^12^,^13^.

Although most species are invariant in parenting strategies^6^, studying species where there is natural variation in both the social conditions (biparental or uniparental) and which parent(s) care provides an opportunity to examine potential fitness differences arising from different forms of care. Variable care also allows us to ask whether parenting strategies differ when an individual cares uniparentally or biparentally. Is care expressed in a biparental family the same as that expressed uniparentally? Are the sexes the same in how they parent alone and together? Behavioural studies by themselves can be inconclusive. Including studies of proximate genetic mechanisms involved in parenting with an examination of fitness effects is one way to overcome the limitation of behavioural studies^14^. Unfortunately, the genetic basis of parenting behaviour is poorly understood, except in model systems^15^,^16^. Examination of gene expression changes under different parental care strategies will allow us to assess similarities or differences in the genetic influences on parenting strategies^17^, and may also permit the detection of otherwise cryptic phenotypic differences^18^,^19^.

Here we have two objectives. First, we wished to determine the extent to which flexible parenting strategies differ in success in the burying beetle, *Nicrophorus vespilloides*, where both uniparental and biparental families occur. Second, we sought to determine the extent to which the sexes specialized in parenting strategies. We examined the outcomes of flexibility by measuring the fitness consequences of different forms of care when individuals were free to adopt the form of care provided. We tested for specialization by examining transcriptomic differences underlying the different care strategies when these were imposed on individuals. *N. vespilloides* breed on the carcasses of small vertebrates and directly provision begging young by regurgitating pre-digested carrion (Fig. 1). In addition, parents prevent a build-up of fungus and bacteria, and defend the carcass from predators and congeneric competitors^12^,^20^,^21^. Previous research has suggested that there may be specialization of the form of care provided, particularly by males, which increase interactions with the offspring when females are removed^22^,^23^. Females appear to be unaffected by the presence or absence of males. Experiments have also found no obvious fitness advantage to biparental care over uniparental care^22^,^23^,^24^,^25^. However, the extent of specialization observed in previous studies was relatively small and restricted to males, making it difficult to assess its importance in *N. vespilliodes*. A particular complication is that parental care is a complex phenotype and even detailed observational studies may fail to accurately measure the full repertoire of behaviours involved. We adopted an RNA-seq approach to examine the changes in gene expression in brains and associated tissues associated with parenting to capture signatures of specialization. Previous studies investigating a range of complex behaviours have demonstrated that gene expression assays are an effective way of identifying potentially coordinated changes in suites of genes associated with discrete behavioural states and identifying mechanistic pathways involved^18^,^19^. By using transcriptomics, we can identify which genes change expression when parenting, sex differences in such genes and whether sex-specific changes occur when parents are in isolation or biparental. For example, if sexes have specialized parental roles when together, we might expect male and female gene expression to differ more when providing care biparentally than when alone.

We report two experiments that identify differences in the family organization and functional parenting roles of males and females. We first allowed pairs of beetles to freely adopt a family social condition either as uniparental female, uniparental male or biparental pair. Previous studies have experimentally allocated individuals (by preventing or enforcing male or female dispersing under) but it is possible that inadvertent incompatible pairings or sexual conflict^11^,^26^ arising from enforced parings reduce benefits of biparental care for offspring. We show that biparental care is common but there is no detectable difference in fitness associated with number or sex of parent. Next we measured gene expression of both males and females under biparental and uniparental family social conditions: (1) before parenting, (2) actively parenting and (3) post parenting. By examining the changes in gene expression, we identify an overlapping set of genes associated with parenting behaviour in males and in females. We find that gene expression patterns are the same in uniparental males and females, and include genes such as *vitellogenin*, more commonly associated with reproduction in females, and *takeout*, associated with courtship in males and circadian-influenced feeding. Biparental males do not differentially express genes associated with parenting to the same extent as females, suggesting there should be a strong conflict between the sexes over parenting. We also find that gene expression patterns of post-caring individuals return to a pre-caring state in all social contexts, confirming the flexibility of parenting behaviour.

## Results

### Parental care and offspring fitness

We allowed individuals the freedom to adopt any of the different forms of care without experimenter interference (see Methods) so that we could measure the success of each form of care. The form of the social condition did not influence offspring performance or fitness. Both female-only and biparental family social conditions were common. Of the 269 pairs, in 138 pairs the male abandoned (51%) to leave a uniparental female, and 119 pairs (44%) remained biparental. The female abandoned in 13 cases (5%) resulting in uniparental males. The duration a parent remained with the family depended on the family social condition and the sex of the parent (analysis of variance (ANOVA), biparental female *N*=119, uniparental female *N*=138, biparental male *N*=119; uniparental male *N*=13; *F*_3,385_=86.820, *P*<0.0001). This difference was driven entirely by males who remained with females (biparental males), who abandoned the family at around 60 h (Fig. 2). Duration of attendance by biparental males was significantly less than others (*P*<0.0001). Moreover, there were more extreme values (that is, which fell outside of the interquartile range) in the amount of time a male remained in a biparental family before dispersing (Fig. 2). There was no significant difference between the duration of attendance by biparental females and uniparental females, uniparental males (Tukey–Kramer honest significant difference (HSD) *post hoc* comparison of pairs of treatments, all *P*>0.8) as all three remained with the offspring for around 100 h (Fig. 2). The family social condition (biparental *N*=119, uniparental female *N*=138, uniparental male *N*=13) had no significant effect on the duration of offspring development on a carcass (ANOVA; Fig. 3a; *F*_2,267_=1.050, *P*=0.352), their mass at dispersal (ANOVA; Fig. 3b; *F*_2,267_=0.436, *P*=0.647), or their survival until adulthood (ANOVA; Fig. 3c; *F*_2,267_=0.864, *P*=0.423).

### Transcriptomics during parenting

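The heads of 10 beetles were pooled for each of 24 RNA libraries, with 2 libraries for each of 12 groups that combine sex, social condition (uniparental or biparental) and behavioural state (control, caring or post-caring). Control beetles had mated but received no carcass, caring beetles were collected on the carcass near larvae, and post-caring beetles were collected after they had deserted. Uniparental and biparental treatments each had their own control and post-caring groups. The authors trimmed the reads, assembled them into a transcriptome, mapped them to the contigs with an arthropod blast hit, and deposited the expected counts that RSEM estimated for each locus without normalization. A locus is a contig or a group of contigs with overlapping regions, and the paper refers to these as genes. Each library lists 11403 loci. Library totals ranged from 14647691 to 18156673 counts in the 12 biparental libraries, with a median of 15440456, and from 16131079 to 23906173 in the 12 uniparental libraries, with a median of 20099486. For the values reported here, expected counts were rounded to whole numbers and scaled by edgeR's TMM method, and the 9648 loci left by edgeR's filter on low counts were tested. All 24 libraries entered a single fit with a mean for each group, so that the groups shared the estimate of the spread between libraries. Each comparison was tested with edgeR's quasi-likelihood test, and a locus was taken as differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 within its comparison. The study states a likelihood ratio test for the same model, which was run as an alternative. Expression levels are given as CPM, counts scaled to the library total multiplied by the TMM factor of that library. Log2 fold changes are caring or post-caring over the control of the same sex and social condition. Simulated counts had the means and totals of these libraries, with 200 loci changed 4-fold in caring biparental males. The quasi-likelihood test recovered 185 of the 200 loci, and 12 loci given no change also passed the threshold. All changed loci had a mean of at least 10 counts in controls. The simulated spread was that of all 24 libraries, which is smaller than that of the biparental libraries alone. The 185 therefore does not give the power of the comparison in biparental males. With 2 libraries per group, an SD rests on a single difference between libraries.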

We next experimentally enforced different forms of care to observe changes in gene expression. Across all of the parenting versus control comparisons, we found 867 unique genes to be differentially expressed in at least one of the contrasts. These defined a set of genes we call the ‘caring gene set’ (see Methods and Supplementary Data 1). 

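Taken over the 4 caring versus control comparisons, 1730 of the 9648 loci tested were differentially expressed in at least 1 of them. Of these, 1250 were differentially expressed in exactly 1 comparison, 367 in 2, 111 in 3 and 2 in all 4. The likelihood ratio test with a Cox-Reid dispersion for each locus gave a set of 1895 loci, and DESeq2's Wald test gave 2220. Pooling the controls of both social conditions, applied to this set after seeing the data, moved the number most, to 5574. A likelihood ratio test with a single dispersion of 0.0625 for all loci gave 868. That dispersion was picked after the data had been seen, from 51 values between 0.05 and 0.075, because its adjusted p-values came closest to those of Supplementary Data 1. The copy of Supplementary Data 1 used here lists 866 genes, against the 867 that the paper counts.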

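Caring biparental females differed from their controls at 765 loci, of which 483 were higher and 282 lower. In caring uniparental females 1076 loci were differentially expressed, 348 of them higher and 728 lower. The corresponding number was 482 in caring uniparental males, with 210 higher and 272 lower. In caring biparental males 1 locus was higher and 1 was lower. Without adjustment for multiple testing, p-values under 0.05 were found at 2415 loci in biparental females and 2259 in uniparental females. In males they were found at 754 loci when biparental and 1981 when uniparental. The likelihood ratio test with a dispersion for each locus and DESeq2's Wald test kept more lower than higher loci in both uniparental groups. The single dispersion matched to Supplementary Data 1 gave 193 higher and 110 lower in uniparental males, and 315 and 337 in uniparental females. In biparental males the likelihood ratio test gave 28 higher and 5 lower, and DESeq2's Wald test 23 and 5. The biparental male number depended most on the processing, with 33 loci from the likelihood ratio test with a dispersion for each locus, 28 from DESeq2's Wald test and 68 from the single dispersion matched to Supplementary Data 1. Pooling the controls of both social conditions raised all 4 numbers most. They were then 2058 in biparental females, 3104 in uniparental females, 827 in biparental males and 3737 in uniparental males. The biparental female number was lowest, at 227, with only the 12 libraries of the same social condition, chosen after seeing the data.

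**Figure D1:**
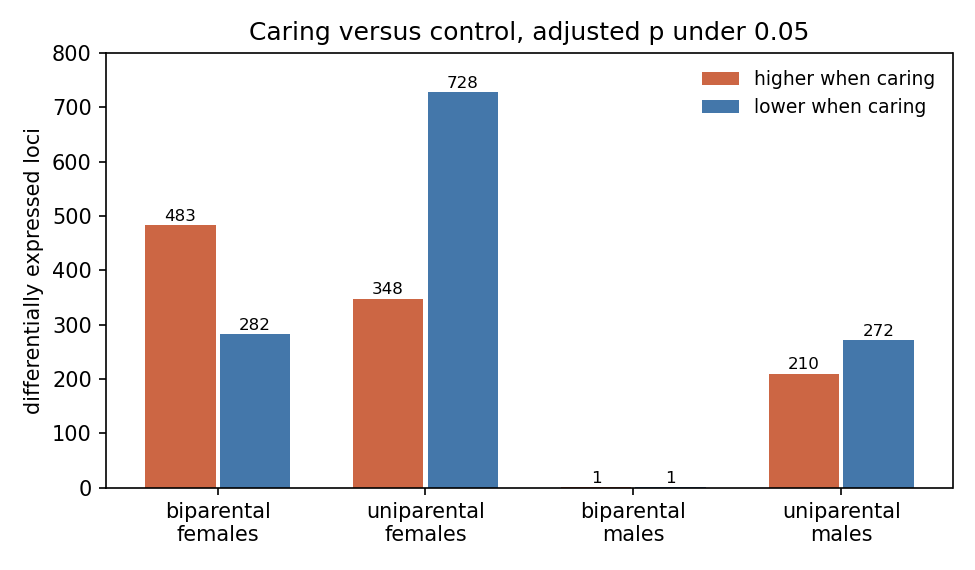
Number of loci differentially expressed between caring beetles and controls (vertical axis) in the 4 groups of sex and social condition, with loci higher when caring in orange and loci lower when caring in blue. Each comparison is of 2 caring against 2 control libraries, and biparental males have 1 locus in each direction.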

Comparing parents versus controls, the number of differentially expressed genes varied greatly (Table 1). Overall, females showed more differentially expressed genes during parenting than males, and uniparental treatments showed more differentially expressed genes than biparental treatments. 

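The difference between the sexes was tested directly as the female caring change minus the male caring change at each locus. Under biparental conditions 3 loci passed an adjusted p-value of 0.05, and 672 had an unadjusted p-value under 0.05. These 3 loci, named after their values were seen, were Locus_15119, with a log2 difference of -3.43, Locus_C906608, with -5.27, and Locus_980, with 1.13. Under uniparental conditions 2 loci passed, Locus_18605 with a log2 difference of -1.08 and Locus_20530 with -1.61, and 867 had an unadjusted p-value under 0.05. The likelihood ratio test with a dispersion for each locus gave 43 loci under biparental and 82 under uniparental conditions, and DESeq2's Wald test gave 36 of 9648 and 156 of 7964 loci with an adjusted p-value. A common dispersion estimated from all libraries, chosen after seeing the data, moved the numbers most, to 177 and 221.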

Although the number of differentially expressed genes was greater for both males and females in uniparental treatments, this increase is proportionally much greater for males (Table 1; Supplementary Fig. 1). 

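The number of differentially expressed loci was 1.41 times as high in uniparental as in biparental females. In males the ratio was 241, which rests on a biparental count of 2. The likelihood ratio test with a dispersion for each locus gave 635 uniparental and 33 biparental male loci, and DESeq2's Wald test gave 808 and 28. In females these tests gave 1127 and 889 loci, and 1265 and 1021. With only the 4 libraries of each comparison in the fit, the female numbers were 1156 and 238. The size of both ratios thus depends on the processing. Tested as a difference between the uniparental and the biparental caring change at each locus, 155 loci passed in females and 0 in males, where 558 loci had an unadjusted p-value under 0.05. The male number was 0 with the likelihood ratio test and 14 with DESeq2's Wald test. Among alternatives chosen after seeing the data, it was 38 with the single dispersion matched to Supplementary Data 1 and 115 with a common dispersion estimated from all libraries.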

Few of the caring gene set remained differentially expressed in post-parenting versus control comparisons (Table 1; Supplementary Figs 2,3) showing that the majority of these genes return to control levels once caring has ended, strongly supporting the interpretation that differential expression of these genes contributes to a change in behavioural state between parenting and non-parenting. It is possible that differential detection of genes in males and females due to sex-biased expression could influence our results, however, we found that very few genes in our reference transcriptome assembly were only detected in one sex (46 in males and 23 in females) and none of these genes were differentially expressed between any of our treatments.

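In post-caring beetles, 0 loci were differentially expressed in biparental females, 2 in uniparental females, 1 in biparental males and 0 in uniparental males. Unadjusted p-values under 0.05 were found at 1570, 713, 1126 and 776 loci in the same order. All 3 loci belonged to the caring gene set, and they are named here after their values were seen. In uniparental females Locus_42316 fell by 1.19 and Locus_8821 fell by 1.24 on the log2 scale, both with an adjusted p-value of 0.0273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In biparental males Locus_6761, listed as similar to an odorant-binding protein, rose by 2.12 on the log2 scale with an adjusted p-value of 0.032 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The likelihood ratio test with a dispersion for each locus gave 79 loci in biparental females, 75 in uniparental females, 28 in biparental males and 129 in uniparental males. Pooled controls moved the numbers most, to between 1006 loci in biparental males and 3041 in uniparental males. Across the loci of the caring gene set, which are not independent replicates, the caring and post-caring changes correlated with r = 0.66 in biparental females, 0.49 in uniparental females, 0.43 in biparental males and 0.53 in uniparental males. Both changes use the same control libraries. Simulated post-caring groups without any change gave a median r of 0.52 in biparental females, 0.52 in uniparental females, 0.49 in biparental males and 0.53 in uniparental males, and the highest of 20 simulated values was 0.60 in biparental females. From the small number of genes that remained differentially expressed, the paper concludes that most of the set returns to control levels after caring.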

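With a detection limit of 1 count, 46 loci had counts in males and none in the 12 female libraries, and 23 had counts in females and none in the 12 male libraries. Their counts were low, with a median total of 4.5 counts over the male libraries and 5 over the female libraries, spread over a median of 2 and 3 libraries. Only 1 of the male loci was detected in all 12 male libraries. With at least 10 counts required, 6 male and 4 female loci remained. None of the 4 caring comparisons found a locus detected in only 1 sex to be differentially expressed. Most of these loci held fewer than the 15 total counts that the filter on low counts requires, so they were not tested. Their absence from the lists therefore says little about them.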

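The mean absolute log2 fold change over the 1730 loci of the caring gene set was 1.05 in caring uniparental females, 0.92 in caring biparental females, 0.75 in caring uniparental males and 0.44 in caring biparental males. Computed from single pairs of a caring and a control library, these means had an SD of 0.07, 0.06, 0.04 and 0.06 in the same order (n = 4 pairs). Absolute values of chance differences do not average to 0, so these means would be above 0 without any change. Differences between replicates at the same loci gave a level of 0.29 in biparental females and from 0.21 to 0.24 in uniparental females. In males this level was from 0.25 to 0.33 when biparental and from 0.22 to 0.25 when uniparental. It does not include the effect of selecting the loci on the same libraries. Over all 9648 loci the means were 0.43, 0.47, 0.39 and 0.33. The alternative that moved the means in 3 of the groups most, chosen after seeing the data, was the likelihood ratio test with the single dispersion matched to Supplementary Data 1 and no filter on low counts, with 2.00, 1.64, 1.46 and 0.86. The mean of biparental males moved most with the top 100 loci of each caring comparison, to 0.89.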

The extent of the change in gene expression in the caring gene set was significantly higher for females during caring, especially when uniparental (Fig. 4, Table 2). In addition, we found significant interactions between sex and parental type, sex and caring state, and parental type and caring state (Table 2). This is because biparental females, uniparental females and uniparental males, all showed a larger change in gene expression in caring comparisons than in post-caring comparisons (Tukey’s HSD *P*<0.00001), whereas biparental males did not (Tukey’s HSD *P*>0.4). In addition, although there were greater changes in gene expression for males and females parenting when uniparental than when biparental, the difference was smaller for females than for males (female increase=22%, male increase=69%, Fisher’s exact test *P*=6.96 × 10^−10^).

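At the level of single loci, 0 of the 9648 tested showed a sex difference in the caring change that itself differed between social conditions, and 739 had an unadjusted p-value under 0.05. DESeq2's Wald test gave 75 such loci among the 1231 for which it set an adjusted p-value, and the likelihood ratio test with a common dispersion, chosen after seeing the data, gave 86. The ANOVA of Table 2 takes the genes of the caring gene set as its units. No test across genes was made here, because all loci are measured in the same 2 libraries per group.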

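After caring, the mean absolute log2 fold change over the same loci was 0.47 in biparental females, 0.37 in uniparental females, 0.40 in biparental males and 0.35 in uniparental males. The ratio of the post-caring to the caring mean was 0.52, 0.35, 0.91 and 0.47 in that order. Among biparental males, the means with each library left out in turn ranged from 0.42 to 0.53 when caring and from 0.44 to 0.46 when post-caring. The ranges did not overlap in the other 3 groups, the closest being biparental females with 0.88 at the lowest when caring and 0.62 at the highest when post-caring.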

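The mean absolute log2 fold change was 14.9% higher in uniparental than in biparental females, with an SD of 8.8 percentage points over single pairs of libraries (n = 16 combinations), and 69.9% higher in males, with an SD of 17.6. The level that differences between replicates gave was not subtracted. With each library left out in turn, the female increase ranged from 7.50% to 22.4% and the male increase from 41.1% to 79.7%. The lowest values were reached without biparental female caring replicate 1 and without biparental male caring replicate 1, and the highest female value without uniparental female control replicate 1. Over all loci tested, uniparental females changed -7.26% relative to biparental females and the male increase was 19.7%. With only the 4 libraries of each comparison in the fit, applied here after seeing the data, the increases were 38.6% and 85.3%.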

Although there were unique differentially expressed genes associated with parenting in uniparental females, uniparental males, biparental females and biparental males (Supplementary Fig. 1; hypergeometric tests, *P*<0.026), there was also substantial overlap and correlation of gene expression between groups. 

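Loci differentially expressed in a single comparison numbered 649 in uniparental females, 416 in biparental females, 185 in uniparental males and 0 in biparental males.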

Male and female gene expression changes in the caring gene set were correlated more strongly in uniparental than biparental comparisons (uniparental *r*=0.74, biparental *r*=0.58, Fisher’s *Z*=5.71, *P*<0.001; Fig. 5a). In addition, the slope for uniparental comparisons is around twice that of the biparental comparisons (Fig. 5a; uniparental=0.61, biparental=0.36), in agreement with the gene expression changes described above. 

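Across the 1730 loci of the caring gene set, the caring changes of females and males, which share no library, correlated with a Pearson r of 0.78 and a Spearman rho of 0.74 under uniparental conditions, and with an r of 0.69 and a rho of 0.68 under biparental conditions. Genes are not independent replicates, so no p-value is given for the difference. With each library left out in turn, r ranged from 0.75 to 0.79 for uniparental and from 0.49 to 0.71 for biparental beetles, and the lowest biparental value was reached without biparental male caring replicate 2. The changes had the same sign at 1443 loci in uniparental and at 1401 loci in biparental beetles. Over all loci tested, the alternative that lowered r most, the values were 0.65 and 0.46.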

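The slope of the male on the female changes was 0.63 under uniparental and 0.39 under biparental conditions. With each library left out in turn, it ranged from 0.59 to 0.66 and from 0.25 to 0.47. The extremes of the biparental slope were reached without biparental male caring replicate 2 and without biparental male caring replicate 1, and the 0.25 without replicate 2 is more than 1.5 times lower than the slope with it.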

Males and females in uniparental comparisons also shared more differentially expressed genes than biparental comparisons (Fig. 5b). 

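Differentially expressed in the same direction in females and males were 244 loci under uniparental conditions, 50.6% of the smaller list, where 28.1 would be shared if the lists were unrelated. Under biparental conditions 2 loci were shared, which is the whole of the male list. Pooling the controls of both social conditions, applied to these numbers after seeing the data, moved them most, to 2154 and 547 shared loci.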

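Across the caring gene set, the caring changes of uniparental and biparental beetles correlated with r = 0.78 and rho = 0.66 in females and with r = 0.74 and rho = 0.70 in males, again across loci that are not independent. With each library left out in turn, r ranged from 0.72 to 0.81 in females and from 0.58 to 0.73 in males, and the lowest male value was reached without biparental male caring replicate 2. Of the loci differentially expressed under either condition, 285 were shared with the same sign in females, where 38.7 would be shared by unrelated lists, and 11 had opposite signs. In males 2 loci were shared. With the controls of both social conditions pooled, applied here after seeing the data, r was lowest, at 0.52 in females and 0.17 in males.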

Gene expression changes between uniparental and biparental treatments were also more strongly correlated for females than males (female *r*=0.65, male *r*=0.53, Fisher’s *Z*=3.93, *P*<0.001; Fig. 6a) and females shared more differentially expressed genes between parental states than males (Fig. 6b; for additional comparisons, see Supplementary Figs 1–3).

In the above analysis, we excluded contigs that did not produce a significant blast hit to an arthropod. As this may bias differentially expressed downward, we repeated the analysis but included contigs that produced a significant blast hit to an arthropod (17,019) and contigs that did not produce a significant blast hit (25,216). This expanded analysis produced remarkably similar results (Supplementary Table 1). The number of differentially expressed genes in each of the conditions is similar to the main analysis in the manuscript (Table 1, Supplementary Table 1), and the patterns of gene expression also remained qualitatively the same (Table 2; Figs 4, 5, 6; Supplementary Table 2; Supplementary Figs 4–6). Once again, uniparental males and females show more similar gene expression changes when parenting than do biparental males and females (uniparental *r*=0.68, biparental *r*=0.57, Fisher’s *Z*=5.476, *P*=4.24 × 10^−8^).

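The 8 vectors of log2 fold changes over the caring gene set were clustered by Euclidean distance with complete linkage. When divided in 2, the tree placed caring biparental females, caring uniparental females and caring uniparental males in a cluster of 3, and caring biparental males in the cluster of 5 with the post-caring groups. The nearest neighbour of caring biparental males was post-caring biparental females, at a distance of 31.5, whereas caring uniparental males lay at 36.4. Average linkage gave the same clusters. With 1 minus the Pearson correlation as the distance, caring biparental males and post-caring biparental females joined the caring groups in a cluster of 5.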

Overall, we found that when with offspring, uniparental males and females show similar changes in gene expression, while gene expression in biparental males and females was much less alike (Fig. 7). This does not appear to reflect behavioural specialization by males and females in biparental families; rather, it appears to primarily reflect a reduced transcriptional response in biparental males whereby males do not differentially express most of the genes in the caring gene set when a partner is present. 

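The response of biparental males was measured at the 285 loci that were differentially expressed with the same sign in both groups of caring females, 151 of them higher and 134 lower. Each library was scored by its mean log2 CPM over the higher loci minus that over the lower loci. The 2 caring biparental male libraries scored -1.47 and -0.58. The 4 other biparental male libraries scored between -2.25 and -1.81. The mean change from control to caring was 1.21 in biparental males, 52.6% of the change of 2.29 in uniparental males. The caring libraries differed, with 33.2% of the uniparental change in replicate 1 and 72.0% in replicate 2. From the low differential expression in these males, the paper proposes a reduced transcriptional response when a partner is present.

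**Figure D2:**
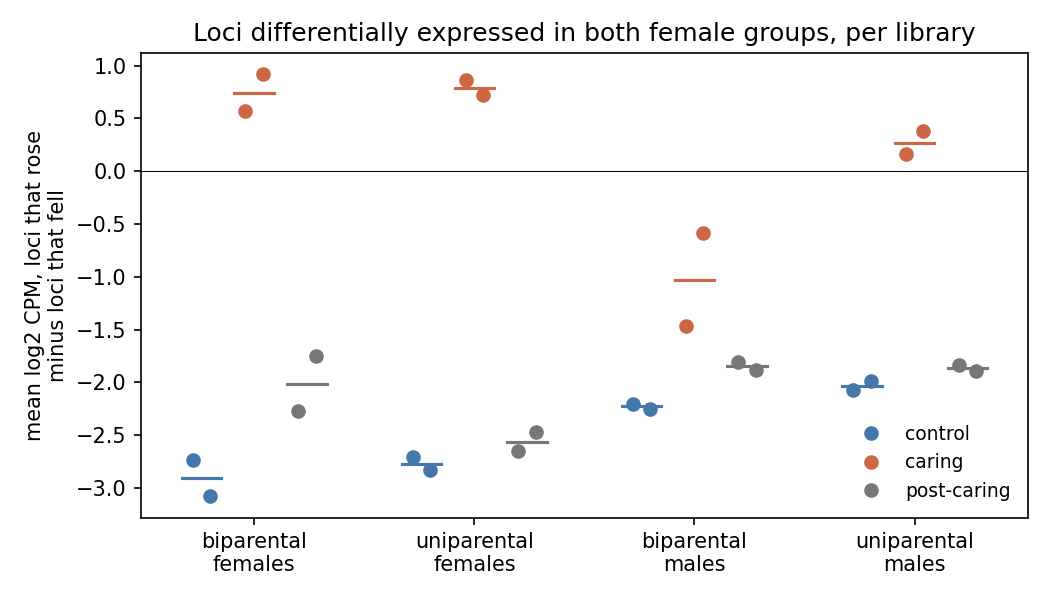
Score of each library (vertical axis, difference of mean log2 CPM) in the 4 groups of sex and social condition, with a point for each of the 2 libraries and a line at their mean, coloured by behavioural state. Caring biparental male libraries sit at -1.47 and -0.58, above their controls and below the caring libraries of the other groups.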

Males are capable of expressing such genes, as uniparental caring males show gene expression changes similar to caring females, but they do not do so in biparental families. 

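On the score of the loci shared by both groups of caring females, the 2 caring uniparental male libraries reached 0.16 and 0.38. Caring uniparental females reached 0.86 and 0.72, and caring biparental females 0.57 and 0.92. The control libraries of uniparental males scored -2.07 and -1.99.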

Female gene expression is similar under both uniparental and biparental conditions.

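At 152 of the 155 loci at which the caring change differed between uniparental and biparental females, the change was lower in uniparental females. The median log2 change over the 155 loci was 0.42 in biparental and -0.89 in uniparental females. In a fit of the 12 female libraries alone, chosen after the data had been seen, 1 locus passed an adjusted p-value of 0.05, while the unadjusted p-value was under 0.05 at each of the 155. DESeq2's Wald test gave 397 loci, 369 of them lower in uniparental females, and the likelihood ratio test gave 277, with 247 lower. The split was less one-sided with 2 alternatives chosen after seeing the data. A common dispersion gave 347 lower and 92 higher, and the single dispersion matched to Supplementary Data 1 gave 59 and 39.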

### Candidate genes

The caring gene set showed a significant overrepresentation of several Gene Ontology (GO) terms (Supplementary Table 3). GO terms provide information on previously implicated functions for a gene. By associating GO terms with genes that are differentially expressed during parenting, we can infer the basic functional processes that may be involved in parenting. Broadly, we found significant enrichment for GO terms involved with the breakdown and release of food (for example, serine-type endopeptidase activity, fatty-acyl-CoA reductase activity, oxidation–reduction process). Differential expression of such genes is consistent with the need to process several components of food when provisioning offspring or preparing the carcass for the offspring, including producing anti-microbial and anti-bacterial secretions.

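In each caring comparison, 1 contig that rose and 1 that fell were picked by the fitted change among differentially expressed loci with a mean of at least 10 counts and no overlap between caring and control libraries. A fitted change against libraries at or near 0 counts is set by the prior count, so the contigs picked are examples and not a ranking. Where all control or all caring libraries held 3 counts or fewer, the change is given as a limit, and other contigs had wider limits, such as Locus_72396 with at least 7.56 in uniparental females and Locus_65710 with at least 7.76 in uniparental males. In biparental females Locus_65710 rose by at least 8.59 on the log2 scale, with 90 ± 68 CPM when caring (SD, n = 2). In uniparental females Locus_26800, listed as a beta-glucosidase precursor, rose by at least 5.31 on the log2 scale with an adjusted p-value of 6.57e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That contig also rose by at least 5.94 in biparental females and at least 6.33 in uniparental males. Locus_3250, an arylphorin precursor, had a log2 fold change of -10.20 (standard error 1.90) in uniparental females, but its 2 control libraries held 104 and 1640 CPM. In biparental males the 2 differentially expressed loci were Locus_C912054, which rose by at least 4.00 on the log2 scale, and Locus_15845, listed as similar to an organic cation transporter, with a log2 fold change of -1.13 (standard error 0.17). In uniparental males Locus_29626 rose by at least 4.72 and Locus_28495 had a log2 fold change of at most -3.64.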

We next examined the putative orthologs of genes differentially expressed when caring across all treatments (male and female, uniparental and biparental; Supplementary Data 1). As suggested by the GO term analysis, we found many genes associated with the breakdown of food (Supplementary Table 3). In particular, we found differentially expressed in several serine proteases, cytochrome P450 genes, and genes associated with fatty-acyl-CoA activity. In addition, we found upregulation of genes that may aid the preparation and maintenance of the carcass to be used as food by developing offspring. In particular, two genes associated with the breakdown of bacterial cell walls were differentially expressed: a peptidoglycan recognition protein (*pgrp*) and a lysozyme were both upregulated when caring. 

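Among 21 tested contigs listed as serine proteases, 5 were higher and 1 lower in caring biparental females, 12 were higher and 0 lower in uniparental females, and 7 were higher and 1 lower in uniparental males. Among 22 tested P450 contigs, the numbers were 8 higher and 8 lower in biparental females, 9 and 6 in uniparental females, and 5 and 3 in uniparental males. Among 6 contigs listed with acyl-CoA, they were 2 and 2, 3 and 2, and 1 and 0. None of these contigs was differentially expressed in caring biparental males, where the likelihood ratio test with a dispersion for each locus found 2 serine proteases and 2 P450 contigs higher. The median log2 fold change of the serine proteases was 1.73 in biparental females, 1.82 in uniparental females, 0.53 in biparental males and 1.55 in uniparental males, and as many contigs lay above 0 with RLE normalization. Names come from Supplementary Data 1, whose genes the study selected on these libraries.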

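Of 5 contigs listed as peptidoglycan recognition proteins, Locus_C859016 rose in caring biparental females by 2.34 on the log2 scale (standard error 0.40), with an adjusted p-value of 2.17e-03 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It also rose in uniparental females by 1.98 (standard error 0.34). In uniparental females Locus_62915 rose by 4.14 (standard error 0.87) and Locus_25807 by 2.51 (standard error 0.41). In uniparental males Locus_62915 rose by at least 4.06, since its control libraries held at most 2 counts, and Locus_2397 had a log2 fold change of -1.83 (standard error 0.42). The lysozyme contig of Supplementary Data 1, Locus_62643, had a log2 fold change of -1.77 (standard error 0.43) in uniparental females, with 3.16 ± 1.19 CPM when caring and 10.9 ± 0.376 in controls (SD, n = 2). In uniparental males its log2 fold change was -1.91 (standard error 0.41). The adjusted p-values of the lysozyme were 0.0124 in uniparental females, 0.0143 in uniparental males, 0.731 in biparental females and 0.869 in biparental males, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change of the lysozyme in biparental females was 0.31 (standard error 0.49), and -0.04 without caring replicate 2.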

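Supplementary Data 1 lists 2 contigs as thaumatin-like proteins. Locus_8246 rose in caring uniparental females by at least 3.33 on the log2 scale, with an adjusted p-value of 8.38e-03 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from control libraries with at most 1 count to 1.68 ± 0.353 CPM (SD, n = 2). The other contig, Locus_75085, was more abundant and moved in the opposite direction. Its log2 fold change was -2.16 (standard error 0.43) in uniparental females and -1.58 (standard error 0.43) in biparental females. Without uniparental female control replicate 2, the value in uniparental females was -1.26.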

We also found a gene (*pathogenesis-related protein 5*) that encodes for a thaumatin, an antifungal peptide^27^, was upregulated when caring. We verified the differential expression of genes in each of these categories: β-glucosidase, serine protease, *pgrp* and thaumatin using quantitative PCR (qPCR). All were strongly upregulated during caring, with no significant differences in expression in the pre- and post-caring states (Supplementary Figs 7–10). The qPCR data are available from: http://dx.doi.org/10.5061/dryad.3530j; DOI: doi:10.5061/dryad.3530j.

Two genes that were highly differentially expressed stood out as potentially playing a role in influencing the behavioural change from non-caring to caring states: *vitellogenin* and *takeout*. Both may be related to social behaviour evolution. 

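Among 10 contigs listed as vitellogenins, 9 fell in every caring comparison, and the tenth, Locus_C852695, listed as vitellogenin-6, rose in uniparental females by 1.26 on the log2 scale (standard error 0.38). The 9 contigs took between 5.44% and 39.4% of all counts in female libraries. The most abundant of them, Locus_C911252, had a log2 fold change of -2.57 (standard error 1.04) in caring biparental females and -2.71 (standard error 1.04) in caring uniparental females. The adjusted p-values were 0.136 and 0.114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in the fit of all 24 libraries. In the fit of the 12 female libraries alone, chosen after the data had been seen, they were 1.45e-03 and 7.05e-04 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and DESeq2's Wald test gave 0.0277 and 0.0141 after the same adjustment. In uniparental males its log2 fold change was -6.00 (standard error 1.22), with an adjusted p-value of 9.71e-03 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That value rests on uniparental male control replicate 1, which held 2410 CPM against 61.6 in replicate 2, and without it the log2 fold change was -1.68. In biparental males it was -1.36 (standard error 1.00), and it ranged from -2.74 to -0.47 with each library left out in turn. The takeout-like contig Locus_56531 had a log2 fold change of at most -5.88 in biparental females and at most -4.32 in uniparental females, with 0 counts in all 4 caring female libraries. Its adjusted p-values were 3.99e-03 and 0.0112 in females, 0.435 in biparental males and 0.402 in uniparental males from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In biparental males it also had 0 counts in both caring libraries, against 18 and 35 in the controls. Caring uniparental male libraries held 0 and 1 counts, against 9 and 1 in their controls. A second contig, Locus_3293, fell by 3.79 (standard error 0.71) in uniparental females. The paper states that both genes potentially influence the change to the caring state.

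**Figure D3:**
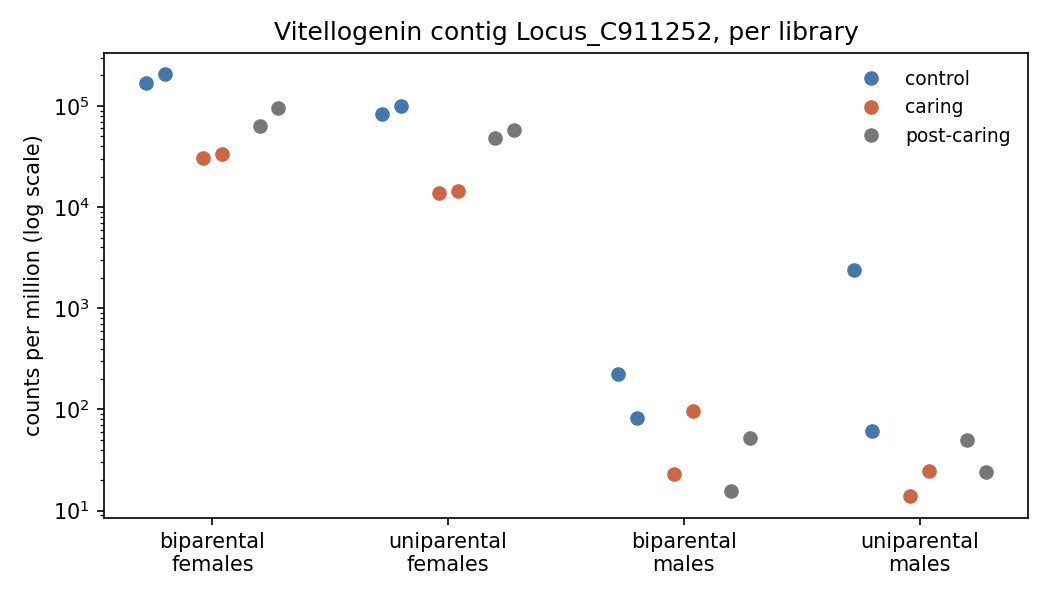
Expression (CPM) of the vitellogenin contig Locus_C911252 (vertical axis, log scale) in the 4 groups of sex and social condition, with a point for each of the 2 libraries, coloured by behavioural state. Uniparental male control replicate 1 lies at 2410 and replicate 2 at 61.6.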

*Vitellogenin* is associated with caste-specific behaviour in honey bees^28^,^29^, ants^30^,^31^,^32^, and parenting in burying beetles^33^. *Takeout* has been shown to be involved in circadian-influenced regulation of feeding behaviour^34^,^35^ and in sex-specific courtship^36^ in *Drosophila melanogaster*. The qPCR of an independent sample of beetles confirmed that *vitellogenin* and *takeout* were downregulated during parenting in both males and females, compared with higher expression levels seen pre- and post-caring (Supplementary Figs 11,12).

## Discussion

We explored consequences for the offspring of natural variation in parenting strategies and quantified changes in gene expression associated with transitions between different family social groups in *N. vespilloides*. Previous researchers have suggested that, although the benefits of having both parents present in *N. vespilloides* are not obvious^22^,^23^,^24^,^25^, there could be subtle differences in how the sexes parent when they are acting alone or together^22^,^37^. Here, even with large sample sizes and allowing individuals to adopt their family social organization (biparental or uniparental) rather than enforcing these conditions, we found that males in the biparental families appear to provide less care than females or uniparental males as we did not find any reduction in offspring fitness associated with fewer parents. Do males adopt a different caring strategy when associating biparentally, or simply reduce the total level of care given? To address this, we used a separate experiment where we looked at patterns of gene expression and found that uniparental males and females, and biparental females, show more similar gene expression changes when parenting than do biparental males. However, rather than this suggesting specialization of parenting roles, we found that the reduced similarity of gene expression in males associating biparentally largely results from an overall lack of differential expression, rather than transcription of alternate gene sets. Uniparental and biparental females also show differences in gene expression, but these are much smaller than those between uniparental and biparental males. Hence biparental females may also behave somewhat differently, but phenotypic and genetic data together suggest that any such differences are much smaller than those seen in males. Taken together, our results suggest that there is little selection for or against any particular form of care, as long as sufficient care is provided, and that the differences we see reflect proximate differences in gene expression in males. Previous behavioural studies have found that males and females in biparental social conditions tend to behave differently, even when the study focuses on males that actively provide at least some care^22^,^23^,^25^. Both males and females can be equally effective parents, so males associating biparentally may simply persist primarily as a fail-safe against losing the female parent. ‘Biparental’ in *N. vespilloides* therefore describes the number of parents present rather than the number of parents providing direct care.

By examining the gene expression changes associated with a parenting strategy, we also uncover some of the potential proximate mechanisms involved in care. There is now extensive evidence that changes in behavioural states are associated with large scale changes in transcriptomics^18^,^19^,^38^. Parenting, both in general^17^ and in *N. vespilloides* in particular^39^, is a complex trait. In *N. vespilloides*, parental care comprises provisioning of offspring (direct care), and maintenance and guarding of the carcass and brood (indirect care). Elements of indirect care occur both before and after the offspring arrive, while direct care involving guarding or feeding of young only occurs when there can be interactions with the offspring. Previous work suggested that although biparental males provide less direct care they might provide more indirect care^37^. Our genetic evidence provides little support for such subtle specialization. We found that several antifungal and antibacterial genes, which are presumably involved in carcass maintenance, were upregulated during parenting in biparental males. However, most of these are also upregulated to a similar level in biparental females, along with several additional related genes. 

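In caring biparental males, the peptidoglycan recognition protein contigs Locus_62915 and Locus_C859016 had log2 fold changes of 3.52 (standard error 0.89) and 1.47 (standard error 0.45), and the thaumatin contig Locus_8246 rose by at least 1.77. Their adjusted p-values were 0.335, 0.435 and 0.435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These changes were lower without caring replicate 2, when the log2 fold changes of Locus_62915 and Locus_C859016 were 2.05 and 0.88, and for Locus_8246 replicate 1 held 2 counts against 21 in replicate 2. With the likelihood ratio test, Locus_62915 had an adjusted p-value of 0.006 and Locus_8246 one of 0.0244 after edgeR's Benjamini-Hochberg adjustment.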

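In biparental females, the log2 fold change of Locus_62915 was 2.42 (standard error 0.78), with an adjusted p-value of 0.0672 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without control replicate 2 the log2 fold change was 3.67, and without control replicate 1 it was 1.72. Locus_62915 passed the threshold there in the likelihood ratio test, in DESeq2's Wald test and with a block for the replicate number. None of the antibacterial and antifungal contigs named here was among the loci whose caring change differed between the sexes under biparental conditions. Only 3 loci passed that test, so this absence cannot tell whether the contigs changed to a similar level in both sexes.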

Another potential area for male parental specialization is guarding behaviour^40^. Changes in aggression and resource defence are known to involve extensive gene expression changes in other taxa^41^,^42^,^43^. Thus, if biparental males were specializing in different tasks associated with parenting (such as guarding), we might expect this to be reflected in more pronounced expression changes in an alternate set of genes from biparental females, rather than overall fewer changes in expression of the genes associated with the ‘caring gene set’.

Direct parental care in *N. vespilloides* involves the breakdown and provision of food^22^,^37^. Our analysis of enriched GO terms of genes differentially expressed during parenting shows an overrepresentation of several metabolic GO terms (Supplementary Table 3). The finding of such genes may be a little surprising as we targeted brain tissue for our extractions; however, our samples also contain fat bodies and connective tissues from the head. We also find upregulation of several serine proteases, the enzymes involved in digestion of dietary proteins and immune function and several genes belonging to the cytochrome P450 protein family, which contains a diverse range of enzymes. Intriguingly, we also find differential expression of several genes in the fatty-acid synthesis and fatty-acyl–CoA pathways, which have been linked to motivation of feeding behaviour in mice^44^,^45^, though there is currently no known link to a behavioural phenotype in insects. In addition, we find evidence for upregulation of several fungicidal and antibacterial genes (Supplementary Figs 8–10).

Some of the genes that we found to be differentially expressed during parenting have been implicated in related behaviours in other species. We found that orthologs of *vitellogenin* (a yolk egg protein) and *takeout* (a juvenile hormone-binding protein associated with feeding and courtship) were differentially expressed in both males and females during caring, and verified differential expression of these genes in both males and females with quantitative real-time PCR (qRT–PCR; Supplementary Figs 11,12). The *vitellogenin* and juvenile hormone have previously been linked to social behaviour in social insects castes^28^,^29^,^46^,^47^,^48^,^49^, and in a separate study, we have shown that *N. vespilloides vg* is assocatied with transitions to parenting in both males and females^33^. The ‘reproductive ground plan hypothesis’ proposes that during the evolution of eusociality, *vitellogenin* and juvenile hormone were co-opted from their original roles in regulating reproduction, into a new role of regulating social behaviour^28^,^29^,^46^,^47^,^48^,^49^. It is not clear at what stage during the evolution of eusociality these genes were co-opted into such a role, but the involvement of *vg* here suggests that these genes may have a general role in the evolution of social behaviour. The *takeout* has been shown to be involved in both temporal and satiation-associated regulation of feeding behaviour in *Drosophila melanogaster*^34^,^35^ and male courtship^36^. The relationship of *takeout* to circadian rhythms is intriguing because timing genes have been hypothesized to influence the shift to parental care in *N. vespilloides* given this is sensitive to light pulses^50^. *Takeout* is also a member of the haemolymph juvenile hormone-binding protein family of proteins, responsible for the transport of juvenile hormone from its synthesis in the corpora allata to target tissues, by preventing its breakdown in the haemolymph by nonspecific esterases^51^,^52^. Previous work in the related *N. orbicollis* has shown that juvenile hormone levels are high during parenting in both males and females^53^ and thus changes to the expression of *takeout* could possibly mediate such changes in juvenile hormone level.

Overall, our results suggest that males and females are equally effective parents alone or together, that there are identifiable changes in gene expression associated with active parenting of offspring, that biparental males provide reduced care whereas females do not and that there is no evidence for specialization of parental role. Thus, the family social condition and the number of active parents may not overlap. The lack of differences in fitness between biparental care and uniparental care suggests a plastic response by males to the presence of a caring female. This flexibility in male behaviour will cause conflict between the sexes during biparental care. This likely conflict between the sexes raises the question of why parents do not desert their partners more often. Females may even benefit by male desertion^54^. A partial explanation may be that there are limited opportunities for additional broods available to parents that desert, because breeding opportunities for *N. vespilloides* are typically limited by the availability of vertebrate carcasses^20^. Additional breeding opportunities are therefore unpredictable due to the need for this stochastically available resource. It may be more beneficial for males to remain with females to act as a parental assurance plan, taking over parenting if the female is lost^40^. This situation provides a striking contrast to one of the other few systems with flexibility in which parents care. In the Eurasian penduline tit (*Remiz pendulinus*), males and females can also both raise offspring equally competently but 30–40% of nests end up being deserted by both parents and no biparental pairs have ever been observed^55^. The difference in desertion rate may be owing to relatively unlimited breeding resources and multiple broods in a breeding season^13^,^56^. Regardless of the causes of staying or leaving the offspring, our work suggests that in *N. vespilloides*, biparental and uniparental refers to the family social organization rather than to the form of parenting that is experienced by offspring and this should result in strong sexual conflict. Further studies are needed to assess the extent to which social condition defines functional aspects of behaviour, and the extent to which there are molecular signatures of sexual conflict.

## Methods

### Behavioural methods

We first examined the effects of different social conditions (uniparental male or female and biparental) on offspring survival and performance. To establish our treatments, in the fitness study we allowed males and females to determine the social condition that they occupied. Most studies of burying beetle parenting have used laboratory setups with no opportunity for desertion^22^,^37^. In these setups, males and females are randomly paired in a container with a lid and no opportunity to desert. Here we set up 269 sexually mature pairs on individual carcasses in 17 × 11 × 6 cm clear plastic boxes without a lid and checked every 12 h for parenting by one or both of the pair. Individuals were considered to have abandoned their offspring when they were found away from the carcass and offspring for three consecutive observations^57^. Beetles rarely deserted by flying away, but instead moved as far from the carcass as possible and buried themselves in the soil.

Care is defined as both indirect and direct care^39^. Indirect care is preparation and maintenance of the carcass used to feed and as food for offspring. Direct care is the preparation of pre-digested food and regurgitation of food directly to begging offspring. Reproduction in burying beetles occurs on vertebrate carcasses, which are used as food for developing offspring. Females and males initially prepare a carcass by stripping the fur (feathers or scales, depending on species) and partially digesting the skinned carcass so that it forms a ball in a shallow depression. The parent then chews a shallow opening to which the newly hatched larvae arrive and beg. Both direct and indirect care are easily observed, unambiguous and scored as the number of occurrences in a defined timeframe^14^,^15^,^16^,^17^,^32^,^33^.

Fitness consequences of care were measured by counting the number of offspring produced in a brood, and by measuring offspring performance as development and growth. The size of the brood is under parental control^39^. The mass of the offspring and the rate at which they develop are strongly influenced by parenting and related to fitness^37^,^39^,^57^,^58^,^59^,^60^. Family means are analysed here to avoid over-inflating degrees of freedom given the unit of interest is the parent rather than individual offspring. See refs 33, 57, 58 for details on life history, the origins of the beetles used, maintenance of stock cultures and more detailed methods for measuring fitness and life-history traits.

### Transcriptomics

We generated three treatment groups; *control* (mated but no further social interactions), *parenting* and *post-parenting*, which reflect sequential social and behavioural states during a natural breeding cycle, to look for differentially expressed transcripts underlying active parenting. In this experiment, the experimenter determined the social group. We used separate control (and post-parenting) groups for both the uniparental and biparental treatments giving a total of six experimental treatments for the four social conditions, each replicated twice (Supplementary Fig. 13). For logistic reasons, we used only one pre-caring developmental stage, mated but not yet on a resource that stimulates breeding; other research examining expression changes of single genes confirms this is a valid control^33^,^61^. In this second experiment, unrelated females and males were placed into plastic mating boxes (17 × 12 × 6 cm) filled with 2.5 cm of moist soil. The control group had extended social encounters and opportunities to mate (which occurs repeatedly regardless of the presence of a resource^59^) but no opportunity to reproduce, because they were not provided with a mouse carcass. We treated the parenting group the same, but also provided a 20–24 g previously frozen mouse carcass. These individuals prepared the mouse and produced offspring. To generate uniparental treatments, we removed one mate at 60 h post pairing to leave the remaining mate in a uniparental condition. In biparental treatments, only pairs where both parents remained on the carcass throughout the caring period were used. The biparental males were collected only if they were observed near the young, so that parenting was feasible. Individuals in any of the parenting conditions were only collected when they were on the mouse near the larvae. We generated post-caring individuals the same way as parenting individuals, except they were collected only after they had spent at least 4 days on the carcass with the larvae, and had then deserted. Active parental care lasts for 72–96 h in *N. vespilloides*^60^, and by 120 h all parents had abandoned the larvae. All individuals were placed into individual containers after removal and the head tissue harvested 24 h later. Each pairing was monitored every 12 h until larvae arrived at the carcass (if applicable) to ensure each breeding pair was progressing as expected through the breeding cycle. All the treatment groups were reared in an incubator (22+0.1 °C) with a 15:9 light:dark cycle). Twenty individuals per treatment per sex were collected to generate two biological replicates of 10 pooled individuals per sex.

For control and parenting treatments, beetles were paired at 17 days post eclosion and then tissue was harvested at 21 days post-adult eclosion. For post-parenting beetles, the experimental treatment was longer (8 days). To ensure that individuals from all the treatments were age-matched at the point of tissue collection, beetles were paired at 13 days post eclosion to harvest tissue at 21 days post-adult eclosion.

Our samples consisted of whole heads, mainly including brain tissue but also including associated brain fat body and connective tissues. Brains and associated tissues from the head were dissected within 6 min of decapitation and placed in 50 μl of Ambion RNAlater and stored at −20 °C before RNA extraction. Tissue from whole heads from each treatment was pooled into two samples with 10 brains in each sample. RNA was extracted from each sample using the TRIzol Plus RNA Purification Kit (Life Technologies). Purity of the RNA was checked using NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies) and integrity with 2100 Bioanalyzer (Agilent Technologies).

### Sequencing

Samples were sequenced at Beijing Genomics Institute (Shenzhen, China) using an Illumina HiSeq 2000 to produce a total of 713,929,590200, bp insert paired-end reads (90+90 bp). Reads were quality trimmed (bases with a phred score of <20 or two consecutive bases with a phred score <32 were trimmed) and screened for adaptor sequences using trimmomatic (v. 0.30; ref. 62). Reads containing adaptor sequence or that had a length of less than 85 after quality trimming, were discarded (along with their associated paired read). From this trimming, we discarded 4,784,135 read pairs (0.67%).

### *De novo* transcriptome assembly and annotation

Trimmed reads were assembled using SOAPdenovo-trans^63^ with default parameters (minimum contig size=300) to produce a *de novo* transcriptome assembly. To optimize k-mer length, several assemblies were produced with varying k-mer length. The optimum k-mer length was 25 as determined by several metrics: N50, the number of contigs over 1,000 bp in the assembly, number of ‘core eukaryotic genes’ present in the assembly identified using the CEGMA pipeline^64^,^65^, and the number of *Nicrophorus* ESTs (obtained from GenBank, https://www.ncbi.nlm.nih.gov/genbank/, accessed November 9 2013) that had a blast hit in the assembly (see Supplementary Fig. 14).

This assembly consisted of 48,296 scaffolds and was annotated using Blast2GO^66^. Specifically, all contigs were blasted (blastX) to the non-redundant protein sequence (nr) database. Contigs without a significant blast hit (*E*-value >0.001) were then blasted (blastN) to the non-redundant nucleotide collection (nt). From this, we classified genes into three categories: arthropod genes (contigs that obtained a significant blast hit to any arthropod (17,019, 35%), non-arthropod (contigs that obtained a significant blast hit to anything else (6,061, 13%)), and unknown (contigs that did not obtain a significant blast hit (25,216, 52%)). As we were unsure whether the contigs that did not get a hit represent genes or possible contaminants, we excluded them to produce the reference assembly for our gene expression analyses presented in the main text (for assembly statistics, see Supplementary Tables 4,5). To determine whether excluding the unknown contigs influenced our results, we also repeated all our gene expression analyses with them included (Supplementary Figs 4–6; Supplementary Tables 1,2).

Blast2GO was also used to obtain putative function information using Interpro scan and the GO terms associated with the blast hit. GO terms give information on the functional processes in which a gene has been previously implicated. By associating GO terms with genes that are differentially expressed during parenting, we can infer which functional process may be involved in parenting.

### Mapping and detection of differential expression

Bowtie2 (ref. 67) and RSEM (RNA-seq by Expectation Maximization^68^) were used to map and assign reads from each sample to the reference assembly (for mapping statistics, see Supplementary Fig. 15 and Supplementary Table 6). SOAPdenovo-trans identified several transcripts with overlapping regions. We provided this information to RSEM, to group reads mapping to such transcripts together before expression analysis. Expression analysis was performed using the Bioconductor package EdgeR (v. 3.2.4.)^69^ in R. Normalization factors for each sample were computed using the TMM method. A generalized linear model (GLM) with negative binomial distribution was then fitted to the number of counts per scaffold with the following single terms: parenting state (uni- or bi- parental), behavioural state (control, parenting or post-parenting) and sex (male or female); along with all possible interactions: parenting state × behavioural state, parenting state × sex, behavioural state × sex and behavioural state × parenting state × sex as a design matrix (Supplementary Table 7). Dispersion was estimated using the Cox-Reid profile-adjusted likelihood method. The design matrix was then used to perform GLM likelihood ratio tests to determine the significance of a treatment effect for each scaffold by comparing control samples to either parenting samples or post-parenting samples, producing eight contrasts in all (uniparental male control: uniparental male parenting, uniparental male control: uniparental male post-parenting, biparental male control: biparental male parenting, biparental male control: biparental male post-parenting, uniparental female control: uniparental female parenting, uniparental female control: uniparental female post-parenting, biparental female control: biparental female parenting and biparental female control: biparental female post-parenting). The *P* values from the GLM likelihood ratio tests from each contrast were then individually corrected for multiple testing using Benjamini and Hochberg’s algorithm^70^ to control for false discovery rate, with statistical significance set at <5%. This identifies the scaffolds that are differentially expressed in each of the treatment contrasts with an associated blast hit. For simplicity, we refer to scaffolds as genes, and the associated blast hits as orthologs.

To quantitatively examine expression changes of genes that show differential expression during parenting, we defined a ‘caring gene set’ to contain genes found to be differentially expressed in any of the parenting versus control comparisons. To determine the effect of sex, behavioural state and parenting state on gene expression change in the caring gene set, we fit an ANOVA to the gene expression change for each gene in the caring gene set with the following terms: parenting state (uniparental or biparental), behavioural state (control, parenting or post-parenting) and sex (male or female); along with all possible interactions: parenting state × behavioural state, parenting state × sex, behavioural state × sex and behavioural state × parenting state × sex. Following this, we performed a Tukey *post hoc* pairwise comparison of means (Tukey’s HSD) to determine which groups were different from each other.

### qRT–PCR analysis

We collected whole-head samples from the same three behavioural states: mated but not yet caring for offspring, actively caring and post-caring. Both uniparental females and uniparental males were collected (see ref. 33 for an expanded version of this design and details on the definitions of the different social conditions). All individuals were 21 days post adult eclosion when collected. Heads were collected immediately into liquid nitrogen.

Total RNA was extracted from adult head samples using a Qiagen RNAeasy Lipid kit (Qiagen, Venlo, Netherlands) per manufacturer’s instructions with frozen heads homogenized in 500 μl of Qiazol in a mortar chilled with liquid nitrogen. See ref. 33 and ref. 61 for details. RNA was quantified in 1:10 dilutions using a Qubit 2.0 florometer (Invitrogen Corporation, Carlsbad, CA, USA) and cDNA was synthesized from 500 ng of RNA using Quanta Bioscience qScript reverse transcriptase master mix following manufacturer’s instructions. RNA samples were stored at −80 °C and cDNA samples were stored at −20 °C until use.

We designed qRT–PCR primers from the PCR-validated consensus sequences for each gene using Primer3 (v4.0.0). We validated primer pairs by estimating PCR efficiency and assessed the number of amplicons generated from each pair with a disassociation curve from a qRT–PCR run. We estimated PCR efficiency with a four-point, four-fold serial dilution series using a pool of common cDNA, which had been generated using the same protocol as the experimental samples. This dilution series produced a linear dynamic range encompassing the experimental variation in *C*_T_ values of all target amplicons and ensured primer pairs with efficiencies close to two.

We quantified mRNA levels by qRT–PCR on a Roche LightCycler 480 platform using Roche LightCycler 480 SYBR I Green Master Mix and a 60 °C annealing temperature. Each experiment was run on a single 364-well plate. cDNA was diluted 1:10 and 2 μl was used as input into a 10 μl reaction containing 5 μl of SYBR mix and 3 μl of a primer stock containing both sense and antisense primers at 1.33 μmol l^−1^. We ran three technical replicates and 10 biological replicates for all the treatments, and used TATA-binding protein as an endogenous control gene. This gene has previously been shown to be most stable over these social/reproductive states^33^,^61^.

We used the ΔΔ*C*_T_ method to convert raw expression data to normalized relative expression values, using the pre-caring treatment as our comparison group. The data were visually inspected for outliers. We analysed log-transformed relative expression values as these were normally distributed. We tested for the effect of social/reproductive context using an ANOVA, using JMP Pro (v10.0.1) for all statistical analyses.

## Additional information

**Accession codes:** The sequences generated in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) under bioproject number PRJNA285436. Mapped read counts have been deposited into GEO under the accession code GSE72225. Raw read have been deposited in GEO under accession codes SRR2086504, SRR2086507 to SRR2086511, SRR2089927 to SRR2089929, SRR2089932 to SR2089934, SRR2089939, SRR2089940, SRR2089944, SRR2089950, SRR2089955, SRR2089957 to SRR2089961, SRR2089992, SRR2089993. The transcriptome assembly has been deposited at DDBJ/EMBL/GenBank under the accession GDKQ00000000. The version described in this paper is the first version, GDKQ01000000.

**How to cite this article:** Parker, D. J. *et al*. Transcriptomes of parents identify parenting strategies and sexual conflict in a subsocial beetle. *Nat. Commun.* 6:8449 doi: 10.1038/ncomms9449 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-15, Supplementary Tables 1-7 and Supplementary References

Supplementary Data 1 Blast hits and Log2 fold change in expression for uni- and bi- parental males and females in the caring gene set

## Figures and Tables

**Figure 1:**
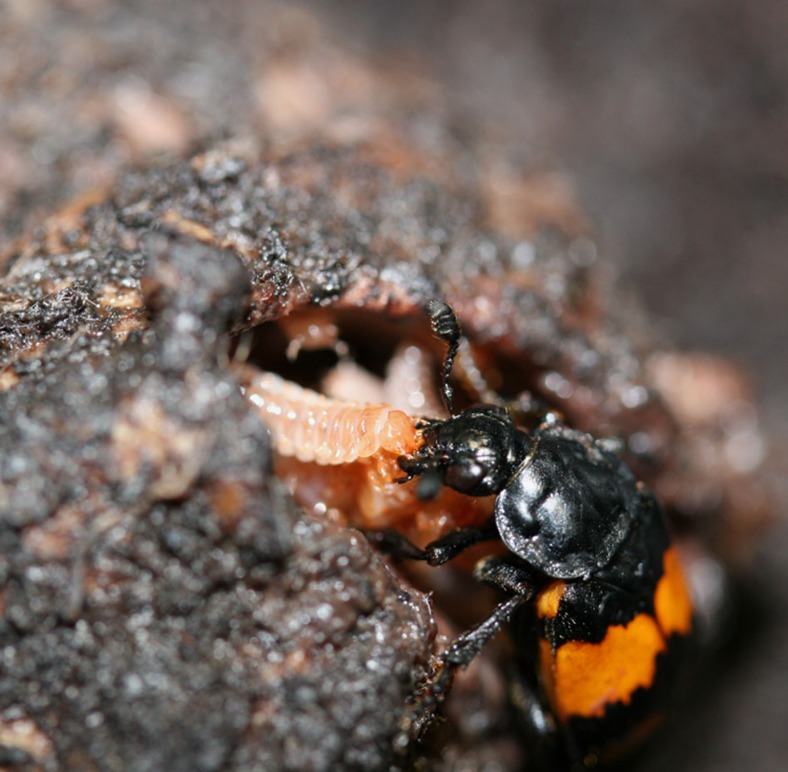
Parental care in burying beetles involves direct regurgitation of food to begging offspring. A female *Nicrophorus vespilloides* burying beetle feeds her begging young. The parent and offspring are in a mouse carcass prepared by the parent as food for the young. Photo by Allen J. Moore.

**Figure 2:**
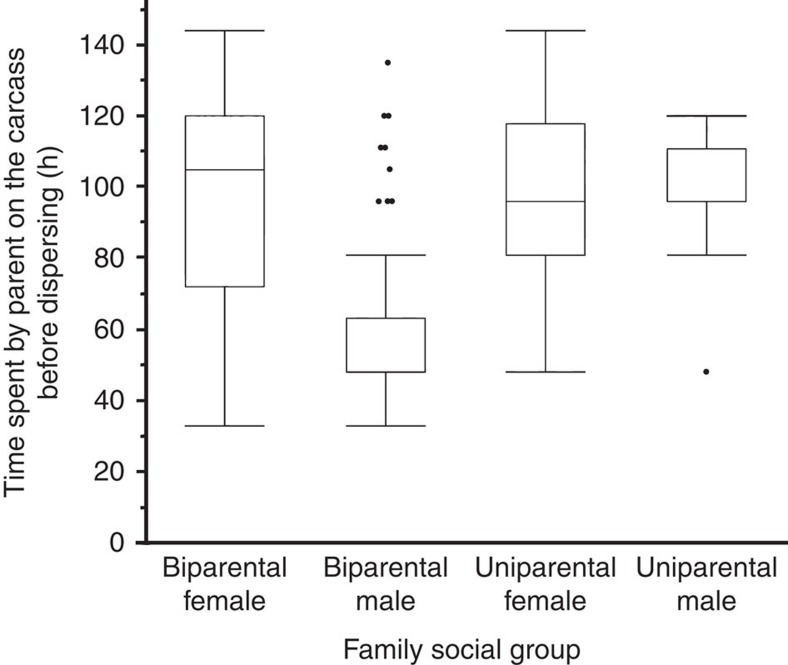
Variation in duration of parents remaining with the young under different forms of parental care. Duration of time spent on a carcass with offspring when individuals are free to adopt either uniparental or biparental family social condition. Data are presented using box plots, with medians (inner line; where there is no inner line, the median and 25% quartile overlap), 25 and 75% quartiles (boxes) and whiskers (end of box to 1.5 × interquartile range). This illustrates the extent of variation in different social groupings. The dots are values that fall outside the interquartile range, and show that males that adopt a biparental condition have more extreme values in the duration they remain on the carcass than are uniparental males or females in either uniparental or biparental conditions. Analyses are based on 138 biparental females and biparental males, 119 uniparental females and 13 uniparental males.

**Figure 3:**
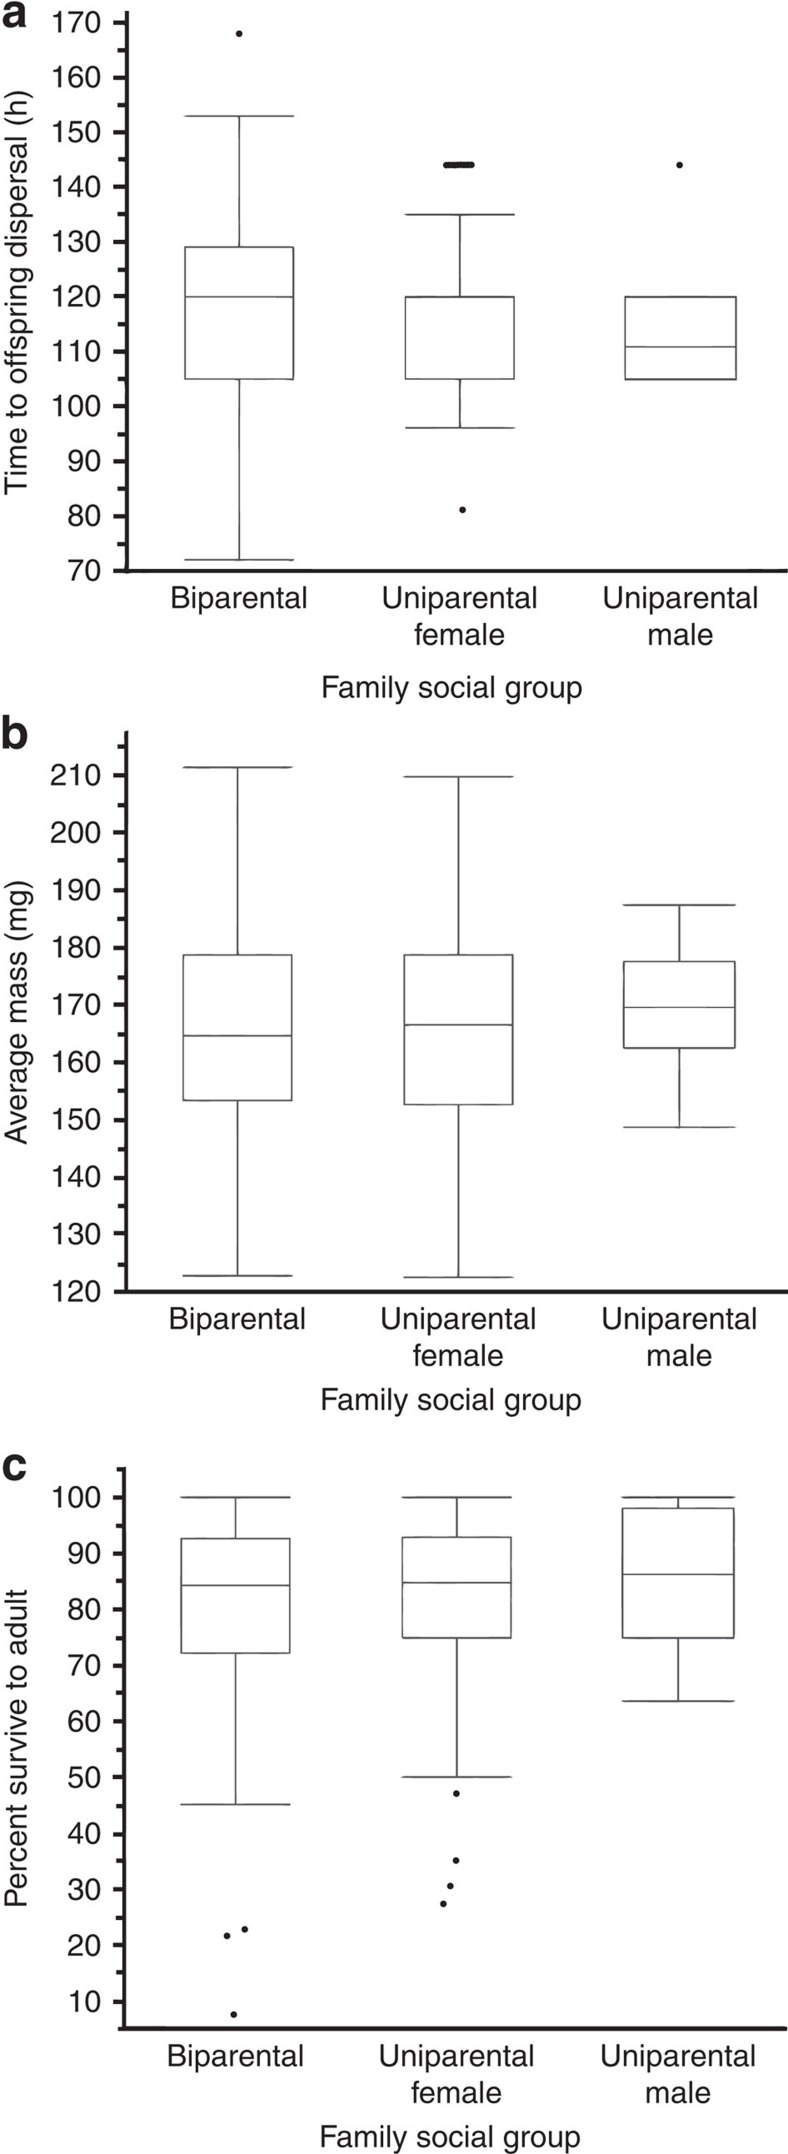
Performance and fitness measures of offspring under different family social conditions. (**a**) The time to dispersal of offspring from the carcass, measured in hours (h) from egg hatching. All offspring disperse together so there is a single dispersal time per brood. Once offspring disperse they do not feed again until they are adults. The speed with which they can disperse reflects the rate at which they are able to utilize the carcass. (**b**) The mass of the dispersing broods, reared under different parental social groups. Mass of each dispersing larva was measured individually, but data were analysed as mean offspring mass to avoid inflating degrees of freedom. Once offspring disperse, they do not feed again so final adult size is determined by mass at dispersal, and larger males and females are more likely to successfully defend resources for breeding. (**c**) Offspring survival to adult, measured as the percentage of offspring that dispersed that survived to adult pupation, under different parental social groups. Data are presented using box plots, with medians (inner line; where there is no inner line, the median and 25% quartile overlap), 25 and 75% quartiles (boxes) and whiskers (end of box to 1.5 × interquartile range). The dots are values that fall outside the interquartile range. Analyses are based on 138 biparental families, 119 uniparental female families and 13 uniparental male families.

**Figure 4:**
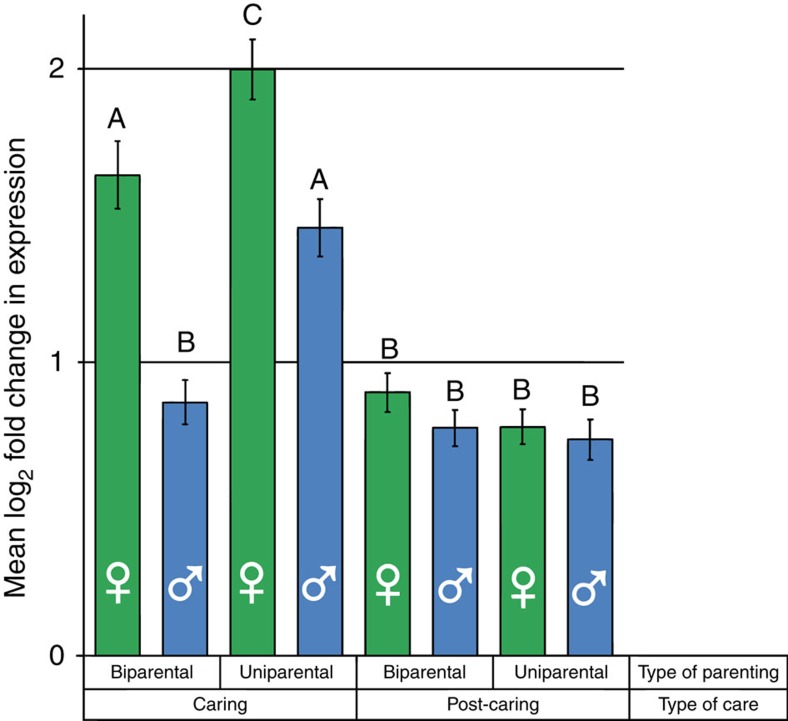
Extent of differential expression of the caring gene set under different family social conditions, measured by log-fold difference in expression. Groups with significantly different (Tukey’s HSD *P*<0.05) change in gene expression are marked with different letters. Analyses are based on two biological replicates per treatment.

**Figure 5:**
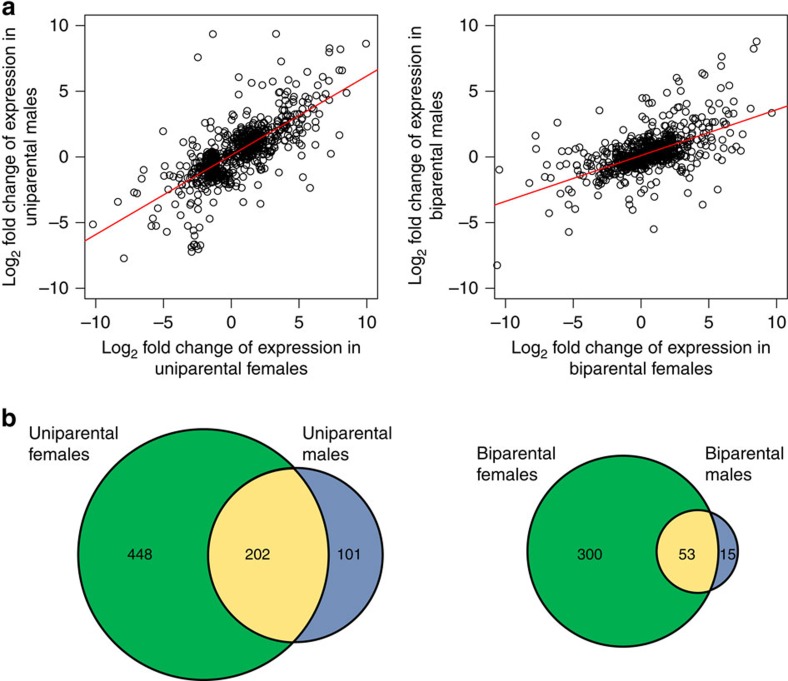
Correlation between gene expression of males and females under different family social conditions. (**a**) Correlation of male and female gene expression change in caring versus control comparisons in the caring gene set in uniparental and biparental conditions. (**b**) The number of differentially expressed (DE) genes for males and females in caring versus control comparisons in the caring gene set and the number shared in uniparental or biparental conditions (yellow areas). Note that only genes that were DE in the same direction were included in the region of overlap.

**Figure 6:**
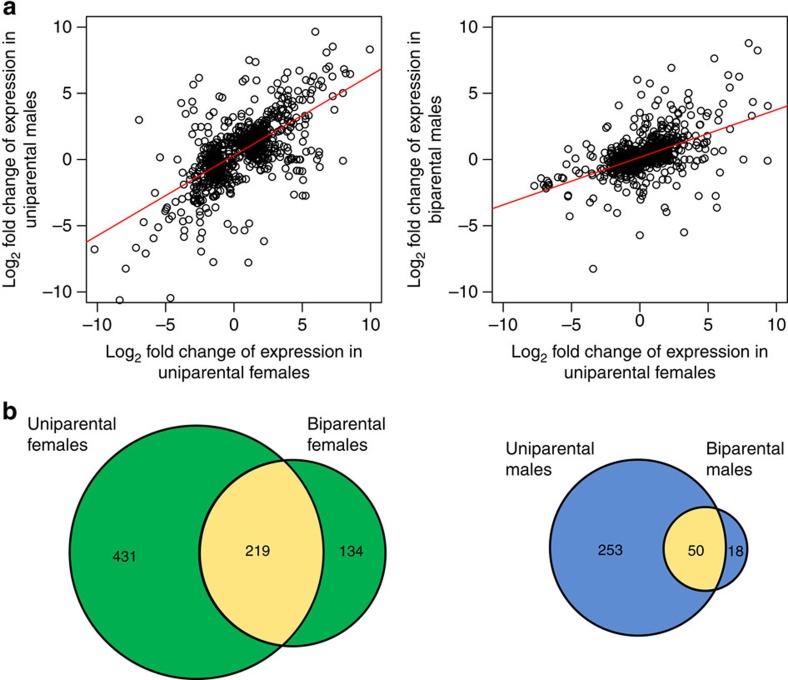
Correlation between gene expression under uniparental and biparental social conditions for each sex. (**a**) Correlation of expression change in caring versus control comparisons in the caring gene set for females and for males in uniparental and biparental conditions. (**b**) The number of differentially expressed (DE) genes in caring versus control comparisons for uniparental and biparental treatments and the number shared by females and males (yellow areas). Note that only genes that were DE in the same direction were included in the region of overlap.

**Figure 7:**
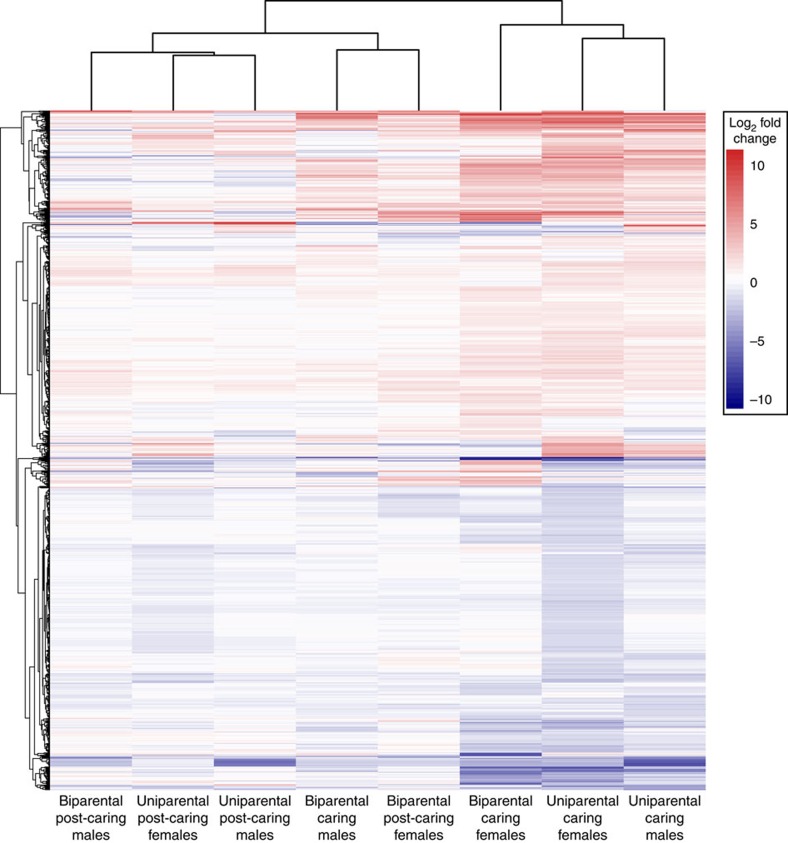
Gene expression changes in different family social conditions. A heat map of gene expression change from control samples in the caring gene set for males and females under uniparental and biparental social conditions. The dendrogram on the *x* axis shows which samples are most similar to each other. The dendrogram on the *y* axis shows how genes in the caring gene set were clustered by average fold change across the samples. Increases in gene expression from control samples are shown in red and decreases are shown in blue.

**Table 1:** The number of differentially expressed genes in the caring gene set.

**Comparison**	**Parenting type**	**Males**	**Females**
Caring versus control	Biparental	68	353
	Uniparental	303	650
Post-caring versus control	Biparental	55	53
	Uniparental	60	42

**Table 2:** The effect of sex, parental type, and caring state on gene expression change in the caring gene set assessed by ANOVA examining changes in expression of 867 genes in uniparental females, biparental females, uniparental males, and in biparental males in both caring and non-caring states.

**Variable**	**DF**	**Sum of squares**	**Mean squares**	***F***	***P*****-value**
Sex	1	236	236.4	151.67	<2 × 10^−16^
Uniparental/biparental	1	69	68.7	44.06	3.41 × 10^−11^
Caring/non-caring	1	829	829.5	532.07	<2 × 10^−16^
Sex × parenting	1	11	10.6	6.81	0.00907
Sex × caring	1	143	143.3	91.93	<2 × 10^−16^
Parenting × caring	1	133	133.3	85.52	<2 × 10^−16^
Sex × parenting × caring	1	3	2.7	1.71	0.191
Residual	6,928	10,801	1.6

How the deposited data were processed for this re-analysis (not part of the article)

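RNA was measured in 24 libraries of pooled heads of 10 *Nicrophorus vespilloides* beetles each, 2 libraries for each of 12 groups of sex, social condition and behavioural state. The authors sequenced paired-end reads, trimmed them, assembled them without a genome, kept contigs with a blast hit to an arthropod, and assigned reads to loci with bowtie2 and RSEM. They deposited the expected counts for each library, without normalization and with no replicates pooled. The values are not whole numbers at between 33.3% and 48.9% of the loci of a library. The samples were grouped by the titles that the authors deposited.

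From the expected counts, values rounded to whole numbers were computed for 11403 loci, and edgeR 4.0.16 in R 4.3.3 was used with TMM scaling. The function filterByExpr, with its minimum count of 10, removed 1755 loci and left 9648. A fit with a mean for each of the 12 groups has 12 residual degrees of freedom. The quasi-likelihood test was applied to 15 comparisons, and p-values were adjusted by Benjamini and Hochberg's method within each. Fold changes use edgeR's default prior count of 0.125. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Scripts were tested on simulated counts for 9594 loci, of which 200 were changed 4-fold in caring biparental males. The quasi-likelihood test recovered 92.5% of these, with the spread taken from all 24 libraries.

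The total per library was between 14647691 and 23906173 counts, with a median of 17535118. The variance between the libraries of a group exceeded counting noise, with a chi-square per degree of freedom between 18.98 and 72.52, so the number of libraries and not the depth limits the precision at abundant loci. Where all libraries of a group held 3 counts or fewer, a fold change was computed against 3 counts and is given as a limit.

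The caring gene set holds every locus differentially expressed in at least 1 of the 4 caring comparisons. Mean absolute log2 fold changes, correlations and slopes were computed across the set, with no p-value across genes. Their SD was taken over single pairs of a caring and a control library. The test, the covariates and the alternatives were set before the data were examined, apart from alternatives added later, or applied later to more results, which the text names as such. The alternatives set in advance were the likelihood ratio test with Cox-Reid dispersions that the study states, DESeq2 1.42.0 with its size factors, no filter on low counts, RLE normalization, a replicate block, the libraries of a comparison alone, pooled controls, another prior count, other sets of loci, other distances, a minimum of 10 counts, and each library left out in turn. Genes were named by a rule that took the contigs whose description in Supplementary Data 1 holds a gene name of the results text, and the contigs with the highest and the lowest fitted change in 3 gene families and, among differentially expressed loci, in each caring comparison. DESeq2 leaves the adjusted p-value unset at loci that its own filter removes, so its counts rest on between 1231 and 9648 loci, with 1231 in the three-way difference and 2166 in post-caring uniparental females.

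The copy of Supplementary Data 1 used for gene names lists 866 genes. The authors' log2 fold changes and adjusted p-values in that table were used only for comparison. Gene Ontology terms, quantitative PCR, contigs without a blast hit, and behaviour were not analysed here, because the tables used here do not hold them. GC content and gene length were not tested, because contig sequences were not used here.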

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

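For these results, the test for a batch shared by all uniparental or all biparental libraries was chosen only after the result was seen, and the tests for depth, abundant loci and degrees of freedom were chosen before. All 5 results were flagged by rules set before the data were examined. No control measures the library preparation apart from the treatment, and reads shared between similar contigs, GC content and gene length were not tested.

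The caring change differed between females and males at 3 loci under biparental and at 2 loci under uniparental conditions, by a test of the difference itself. With every library thinned to the smallest total, the medians of 5 draws were 3 loci (from 2 to 4) and 0 loci (from 0 to 2). Without the 20 most abundant loci and the vitellogenin contigs, 3 and 0 loci passed. A difference in depth or a few abundant loci are therefore not excluded for the 2 uniparental loci. With counts this small among 9648 loci, and with 0 loci left under uniparental conditions by RLE normalization, where both had an adjusted p-value of 0.0647, the loci depend on the processing. In a fit of the 12 libraries of the same social condition, chosen after seeing the data, the adjusted p-values of the 2 uniparental loci were 0.0378 and 0.0322, and those of the 3 biparental loci were 0.195, 0.195 and 0.317. With RLE normalization those of the biparental loci were 0.0292, 0.0322 and 0.0385. These values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When every library was thinned to the smallest total, a median of 3 loci passed under biparental conditions (5 draws, from 2 to 4). Under uniparental conditions the median was 0, from 0 to 2. Without the 20 most abundant loci and the vitellogenin contigs, 3 passed under biparental and 0 under uniparental conditions. Depth and abundant loci are therefore not excluded for the 2 uniparental loci. All 5 loci passed in the likelihood ratio test with a dispersion for each locus and in DESeq2's Wald test. A block for the replicate numbers in the file names, chosen after seeing the data, gave 1 locus under biparental and 5 under uniparental conditions. A biological difference between the sexes is part of the design, but no independent libraries were available to test these loci again.

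The caring change differed between uniparental and biparental females at 155 loci, again by a test of the difference itself. When every library was thinned to the smallest total, 132 loci passed (median of 5 draws, from 112 to 167), and without the 20 most abundant loci and the vitellogenin contigs, 131 passed. A difference in depth or a few abundant loci therefore do not account for the result. The fit of the 12 female libraries alone left 1 locus. With the spread taken from all 24 libraries but 6 fewer residual degrees of freedom, 0 loci passed, so the loss of degrees of freedom is enough to account for the drop to 1 locus, and the number 155 rests on the male libraries in the estimate of the spread. At these loci the uniparental female controls were higher than the biparental female controls by a median of 0.61 on the log2 scale. The same sign of the difference between social conditions was found in males at 126 of the loci, although 0 loci passed in males. Because each social condition has its own controls, a difference between the control groups enters this result as much as a difference between caring groups, and the design does not separate them.

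The paper's main text reports no comparison of its control groups with each other. Uniparental and biparental control females differed at 3600 loci, 1978 higher and 1622 lower when uniparental, and control males differed at 4040 loci, 2187 higher and 1853 lower. With the single dispersion matched to Supplementary Data 1, chosen after seeing the data, the numbers were 1090 in females and 1488 in males. With every library thinned to the smallest total, the lower of these counts was 3462, and without the most abundant loci and the vitellogenin contigs it was 3585, so neither depth nor a few abundant loci account for it. The uniparental to biparental log2 ratios were then compared between sexes and behavioural states that share no library, across 8603 loci, which are not independent replicates. All 15 correlations were at least 0.69. The first principal component, with 37.6% of the variance, placed the uniparental libraries between 25.1 and 42.5 and the biparental libraries between -48.5 and -22.8. A difference that is the same in control, caring and post-caring beetles of both sexes could come from a batch of libraries or beetles or from the social treatment, and 0.69 cannot tell these apart, because every library of a social condition would share either. The paper's text describes controls as mated and without a carcass, with separate control groups for the uniparental and biparental treatments, and states that a mate was removed 60 h after pairing to generate uniparental treatments. Whether this removal applied to the uniparental controls is not spelled out there, and Supplementary Fig. 13, to which the paper refers for the design, was not available here. Comparisons of a caring group with its own control are not affected by a shift that both share.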

How the results depend on the processing

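The tests of explanations that were chosen only after the result was seen are named beside their values in the other parts. Among the alternatives set in advance, 177 values for comparisons stayed within 1.5 times the count or within 1 SD, and 87 moved. The contigs named by the rule set in advance were followed where they passed the threshold in a caring comparison, together with the most abundant vitellogenin and takeout contigs, and none of these values was reversed. Contigs that did not pass were not followed here, and the lysozyme contig Locus_62643 in biparental females changed from 0.31 to -0.04 on the log2 scale without caring replicate 2. Of the values followed under alternatives set in advance other than leaving out a library, 239 kept their direction and side of the threshold, 4 became stronger and 1 weaker. Values that moved are listed by alternative, and the cause was not tested except where it is named. In the likelihood ratio test with Cox-Reid dispersions, loci differentially expressed numbered 33 in caring biparental males, 79 in post-caring biparental females, 75 in post-caring uniparental females, 28 in post-caring biparental males and 129 in post-caring uniparental males. The tests of a difference gave 43 loci for the sex difference under biparental conditions, 82 loci for the sex difference under uniparental conditions, 277 loci for the social difference in females and 6 loci for the three-way difference. Loci shared numbered 30 between biparental females and males and 27 between uniparental and biparental males. The mean absolute log2 fold change was 0.81 in caring uniparental males and 0.44 in post-caring biparental males. The Pearson r was 0.75 for uniparental females and uniparental males and 0.71 for uniparental and biparental females.

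In DESeq2's Wald test, loci differentially expressed numbered 28 in caring biparental males, 808 in caring uniparental males, 118 in post-caring biparental females, 58 in post-caring uniparental females, 32 in post-caring biparental males and 23 in post-caring uniparental males. By tests of a difference there were 36 loci for the sex difference under biparental conditions, 156 loci for the sex difference under uniparental conditions, 397 loci for the social difference in females, 14 loci for the social difference in males and 75 loci for the three-way difference. Loci shared numbered 372 between uniparental females and males, 24 between biparental females and males and 22 between uniparental and biparental males. Its adjusted p-values were set at 1231 loci for the three-way difference and at 2166 in post-caring uniparental females, so these counts rest on fewer loci than the 9648 of the quasi-likelihood test.

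With only the 4 libraries of a comparison, loci differentially expressed numbered 238 in caring biparental females, 0 in caring biparental males, 3 in post-caring biparental females, 0 in post-caring uniparental females, 2 in post-caring biparental males and 2 in post-caring uniparental males. With pooled controls, loci differentially expressed numbered 2058 in caring biparental females, 3104 in caring uniparental females, 827 in caring biparental males, 3737 in caring uniparental males, 1587 in post-caring biparental females, 2057 in post-caring uniparental females, 1006 in post-caring biparental males and 3041 in post-caring uniparental males. Without the filter on low counts, loci differentially expressed numbered 5 in caring biparental males. Loci shared numbered 5 between biparental females and males and 5 between uniparental and biparental males. With RLE normalization, direct tests of a difference gave 0 loci for the sex difference under uniparental conditions. With a block for the replicate number, loci differentially expressed numbered 5 in caring biparental males. The tests of a difference gave 11 loci for the sex difference under uniparental conditions and 306 loci for the social difference in females. Loci shared numbered 5 between biparental females and males and 5 between uniparental and biparental males. The counts with 4 libraries come from 2 residual degrees of freedom, and those with pooled controls include the difference between the controls of the social conditions. Replicates that carry the same number were not taken as paired. The correlation of their differences over 66 pairs of groups ranged from -0.36 to 0.44, and it was over 0.1 in 22 pairs and under -0.1 in 11. With the numbers of the file names, which were compared after seeing the data, it ranged from 0.07 to 0.44 in the 15 pairs of biparental groups, with 12 over 0.1, and from -0.29 to 0.23 in the 15 pairs of uniparental groups. A batch that follows these numbers in the biparental libraries is therefore not excluded.

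Over the top 100 loci of each caring comparison, mean absolute log2 fold changes were 1.46 in caring biparental females, 1.54 in caring uniparental females, 0.89 in caring biparental males, 1.29 in caring uniparental males, 0.51 in post-caring biparental males and 0.52 in post-caring uniparental males. The increase with uniparental care was 5.71% in females and 44.2% in males. Values of r were 0.81 for uniparental females and uniparental males and 0.90 for uniparental and biparental females. The slope was 0.75 for uniparental females and uniparental males, 0.50 for biparental females and biparental males and 0.91 for uniparental and biparental females. Over all loci tested, absolute log2 fold changes had means of 0.47 in caring biparental females, 0.43 in caring uniparental females, 0.33 in caring biparental males, 0.39 in caring uniparental males, 0.30 in post-caring uniparental females and 0.36 in post-caring biparental males. The increase with uniparental care was -7.26% in females and 19.7% in males. The Pearson r was 0.65 for uniparental females and uniparental males, 0.46 for biparental females and biparental males, 0.53 for uniparental and biparental females and 0.39 for uniparental and biparental males. The slope was 0.57 for uniparental females and uniparental males, 0.55 for uniparental and biparental females and 0.35 for uniparental and biparental males. With a prior count of 2, the mean absolute log2 fold change was 0.82 in caring biparental females, 0.97 in caring uniparental females, 0.69 in caring uniparental males and 0.36 in post-caring biparental males. With at least 10 counts required, loci detected in 1 sex numbered 6 in males and 4 in females. With 1 minus the Pearson correlation as the distance, the cluster with caring uniparental females held 5 comparisons. The female increase thus changed sign when all loci tested were used.

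With 1 library left out at a time, an arm would hold 1 library, so no p-values or counts were computed. The mean absolute log2 fold change ranged from 0.88 to 0.98 in caring biparental females, from 0.40 to 0.62 in post-caring biparental females, from 0.42 to 0.53 in caring biparental males, from 0.44 to 0.46 in post-caring biparental males, from 1.02 to 1.12 in caring uniparental females, from 0.34 to 0.45 in post-caring uniparental females, from 0.73 to 0.80 in caring uniparental males and from 0.34 to 0.43 in post-caring uniparental males. The increase ranged from 7.50% to 22.4% in females and from 41.1% to 79.7% in males. In these fits r ranged from 0.49 to 0.71 for biparental females and biparental males, from 0.72 to 0.81 for uniparental and biparental females, from 0.58 to 0.73 for uniparental and biparental males and from 0.75 to 0.79 for uniparental females and uniparental males. The slope ranged from 0.25 to 0.47 for biparental females and biparental males, from 0.67 to 0.84 for uniparental and biparental females, from 0.35 to 0.55 for uniparental and biparental males and from 0.59 to 0.66 for uniparental females and uniparental males. At single contigs, 28 of 244 such values moved and 0 were reversed.

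The alternatives from here on, or their use for the results named, were chosen after seeing the data. Among them 112 values for comparisons stayed within the same limits and 124 moved. With a common dispersion estimated from all libraries, loci differentially expressed numbered 160 in caring biparental males, 776 in caring uniparental males, 341 in post-caring biparental females, 282 in post-caring uniparental females, 234 in post-caring biparental males and 244 in post-caring uniparental males. By tests of a difference there were 177 loci for the sex difference under biparental conditions, 221 loci for the sex difference under uniparental conditions, 439 loci for the social difference in females, 115 loci for the social difference in males and 86 loci for the three-way difference. Loci shared numbered 452 between uniparental females and males, 112 between biparental females and males, 438 between uniparental and biparental females and 108 between uniparental and biparental males. Mean absolute log2 fold changes were 1.04 in caring biparental females, 1.17 in caring uniparental females, 0.56 in caring biparental males, 0.90 in caring uniparental males, 0.62 in post-caring biparental females, 0.50 in post-caring uniparental females, 0.55 in post-caring biparental males and 0.48 in post-caring uniparental males. Values of r were 0.72 for uniparental females and uniparental males, 0.57 for biparental females and biparental males, 0.65 for uniparental and biparental females and 0.53 for uniparental and biparental males. The slope was 0.62 for uniparental and biparental females.

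With the single dispersion matched to Supplementary Data 1, loci differentially expressed numbered 353 in caring biparental females, 652 in caring uniparental females, 68 in caring biparental males, 303 in caring uniparental males, 67 in post-caring biparental females, 121 in post-caring uniparental females, 100 in post-caring biparental males and 268 in post-caring uniparental males. Direct tests of a difference gave 48 loci for the sex difference under biparental conditions, 49 loci for the sex difference under uniparental conditions, 98 loci for the social difference in females, 38 loci for the social difference in males and 32 loci for the three-way difference. Loci that differ between uniparental and biparental controls numbered 1090 in females and 1488 in males. The caring gene set held 868 loci. Loci shared numbered 53 between biparental females and males and 50 between uniparental and biparental males. Absolute log2 fold changes had means of 1.64 in caring biparental females, 2.00 in caring uniparental females, 0.86 in caring biparental males, 1.46 in caring uniparental males, 0.90 in post-caring biparental females, 0.78 in post-caring uniparental females, 0.78 in post-caring biparental males and 0.74 in post-caring uniparental males. The Pearson r was 0.74 for uniparental females and uniparental males, 0.58 for biparental females and biparental males, 0.65 for uniparental and biparental females and 0.53 for uniparental and biparental males. The slope was 0.61 for uniparental and biparental females and 0.36 for uniparental and biparental males.

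In DESeq2's Wald test, the mean absolute log2 fold change was 0.80 in caring biparental females, 0.90 in caring uniparental females, 0.68 in caring uniparental males and 0.37 in post-caring biparental males. With only the 4 libraries of a comparison, loci shared numbered 0 between biparental females and males, 152 between uniparental and biparental females and 0 between uniparental and biparental males. Mean absolute log2 fold changes were 1.27 in caring uniparental females, 0.89 in caring uniparental males, 0.45 in post-caring uniparental females, 0.43 in post-caring biparental males and 0.41 in post-caring uniparental males. The increase with uniparental care was 38.6% in females. With pooled controls, the caring gene set held 5574 loci. Loci shared numbered 2154 between uniparental females and males, 547 between biparental females and males, 547 between uniparental and biparental females and 95 between uniparental and biparental males. Absolute log2 fold changes had means of 0.57 in caring biparental females, 0.68 in caring uniparental females, 0.71 in caring uniparental males, 0.47 in post-caring uniparental females and 0.56 in post-caring uniparental males. Values of r were 0.81 for uniparental females and uniparental males, 0.52 for uniparental and biparental females and 0.17 for uniparental and biparental males. The slope was 0.76 for uniparental females and uniparental males, 0.48 for uniparental and biparental females and 0.11 for uniparental and biparental males. With pooled controls, the difference between the controls of the social conditions enters uniparental and biparental changes with opposite signs.

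With only the 12 libraries of the same sex, loci differentially expressed numbered 317 in caring uniparental males, 5 in post-caring biparental females and 0 in post-caring uniparental females. The tests of a difference gave 1 locus for the social difference in females. Loci shared numbered 161 between uniparental females and males. The mean absolute log2 fold change was 1.01 in caring biparental females, 1.21 in caring uniparental females and 0.86 in caring uniparental males. The Pearson r was 0.81 for uniparental females and uniparental males. With only the 12 libraries of the same social condition, loci differentially expressed numbered 227 in caring biparental females, 0 in caring biparental males, 1033 in caring uniparental males, 1 in post-caring biparental females, 1 in post-caring uniparental females, 2 in post-caring biparental males and 1 in post-caring uniparental males. By tests of a difference there were 0 loci for the sex difference under biparental conditions and 50 loci for the sex difference under uniparental conditions. Loci shared numbered 497 between uniparental females and males, 0 between biparental females and males, 148 between uniparental and biparental females and 0 between uniparental and biparental males. Mean absolute log2 fold changes were 0.74 in caring biparental females, 0.98 in caring uniparental females and 0.37 in post-caring biparental males. The increase with uniparental care was 32.2% in females. With a block for the replicate numbers in the file names, loci differentially expressed numbered 7 in caring biparental males. Direct tests of a difference gave 1 locus for the sex difference under biparental conditions, 5 loci for the sex difference under uniparental conditions and 239 loci for the social difference in females. Loci shared numbered 7 between biparental females and males and 7 between uniparental and biparental males. With changes against groups at 3 counts or fewer set to their limits, absolute log2 fold changes had means of 0.82 in caring biparental females, 0.70 in caring uniparental males and 0.36 in post-caring biparental males. At single contigs these alternatives left 103 values on their side of the threshold, with 7 stronger and 12 weaker. Thinning every library to the smallest total gave medians of 716 loci in caring biparental females, 998 in caring uniparental females, 3 in caring biparental males and 455 in caring uniparental males, and the number of libraries per group was not varied.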

Differences from the paper's values

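All values here were compared after the paper had been read, and the alternatives that were chosen only after the result was seen are named as such. The paper counts 867 genes in the caring gene set and the quasi-likelihood test gave 1730. None of the alternatives set before the data were examined closed the gap. Fits of the 12 libraries of the same sex, chosen after seeing the values, brought it within the criterion, at 1274. A likelihood ratio test with a single dispersion of 0.0625 for all loci and no filter gave 868, and it was chosen after seeing the values and tuned to Supplementary Data 1. The paper's methods name Cox-Reid dispersions and do not give this value.

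For caring biparental females, the paper's 353 genes compare with 765 here. Among the alternatives set in advance, the 4 libraries of the comparison alone brought the value within the criterion, at 238, and the others did not. For caring uniparental females the paper gives 650 and the value here was 1076, and none of the alternatives set in advance closed the gap. For caring biparental males the paper gives 68 and the value here was 2, again with none that closed it. For caring uniparental males the paper gives 303 and the value here was 482, and only leaving out the filter on low counts closed the gap, at 432. Fits of the 12 libraries of the same sex, chosen after seeing the values, gave 518 in biparental females, 857 in uniparental females and 317 in uniparental males. The matched single dispersion, chosen after seeing the values, gave 353, 652, 68 and 303 in the order of this paragraph.

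Among the genes of the caring set, the paper counts 53 as differentially expressed in post-caring biparental females, 42 in uniparental females, 55 in biparental males and 60 in uniparental males. The values here were 0, 2, 1 and 0. The likelihood ratio test with a dispersion for each locus gave 58 in biparental females and 32 in uniparental females, and DESeq2's Wald test gave 54 in uniparental females. None of the other alternatives set in advance closed these gaps, and none did for males. The matched single dispersion, chosen after seeing the values, gave 53, 42, 55 and 60.

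The paper's correlation of caring changes between females and males is 0.74 when uniparental and 0.58 when biparental, and the values here were 0.78 and 0.69. With the caring gene set of the likelihood ratio test with a dispersion for each locus, they were 0.75 and 0.65, which closed the gap. Without uniparental male caring replicate 1 the uniparental value was also 0.75. Without biparental male caring replicate 2 the biparental value was 0.49. The other alternatives set in advance that kept all libraries did not close the gap. Between social conditions the paper gives 0.65 in females and 0.53 in males, and the values here were 0.78 and 0.74. No alternative set in advance that kept all libraries closed the gap. The lowest values with 1 library left out were 0.72 in females and 0.58 in males, the latter without biparental male caring replicate 2. The matched single dispersion, chosen after seeing the values, gave 0.74, 0.58, 0.65 and 0.53 in the order of this paragraph. Of the other settings chosen after seeing the values, a common dispersion estimated from all libraries closed the gap for biparental beetles, with 0.57, and between social conditions, with 0.65 in females and 0.53 in males. The fold changes and caring gene set of DESeq2 and of pooled controls, applied here after seeing the values, each gave 0.67 for biparental beetles, which also closed the gap.

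Mean sizes of the change were read by eye from Fig. 4 and are set beside the mean absolute log2 fold changes found here. When caring they are about 1.6 in biparental females against 0.92 here, about 2.0 in uniparental females against 1.05, about 0.87 in biparental males against 0.44, and about 1.5 in uniparental males against 0.75. After caring they are about 0.9 in biparental females against 0.47, about 0.78 in uniparental females against 0.37, about 0.78 in biparental males against 0.40, and about 0.74 in uniparental males against 0.35. Of the alternatives set in advance, the top 100 loci of each caring comparison closed the gap for the caring groups, with 1.46, 1.54, 0.89 and 1.29, and for post-caring uniparental males, with 0.52. Leaving out biparental female post-caring replicate 1 gave 0.62 in post-caring biparental females, which closed that gap. No other alternative set in advance closed a gap, and none did so for post-caring uniparental females or post-caring biparental males. The matched single dispersion, chosen after seeing the values, closed all 8 gaps, with 1.64, 2.00, 0.86 and 1.46 when caring and 0.90, 0.78, 0.78 and 0.74 after caring. At single loci of Supplementary Data 1, the caring log2 fold changes correlated with those here with r of at least 0.99999. For the caring groups, the gap thus lies in the set of loci averaged and not in the changes at single loci. Of the other settings chosen after seeing the values, a common dispersion estimated from all libraries gave 0.62 in post-caring biparental females and 0.55 in post-caring biparental males, and pooled controls gave 0.56 in post-caring uniparental males, which closed those gaps.

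Genes shared by females and males when biparental number about 53 in Fig. 5, and those shared by uniparental and biparental males about 50 in Fig. 6, read by eye. The values here were 2 and 2. No alternative set in advance closed these gaps, and the matched single dispersion, chosen after seeing the values, gave 53 and 50.

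The paper states that lysozyme is more highly expressed when caring. The lysozyme contig had a log2 fold change of -1.77 in uniparental females and -1.91 in uniparental males, and in biparental beetles it was 0.31 in females and -0.41 in males. At the loci of Supplementary Data 1, the log2 fold changes here correlated with the listed ones with r of at least 0.99999. The difference is thus with the paper's sentence and not with the changes that it lists. The paper states that a thaumatin gene is higher when caring, and reports the same from quantitative PCR. Of the contigs listed as thaumatin-like, Locus_8246 rose in uniparental females, the direction that the paper states. The other contig, Locus_75085, fell there, with -2.16. Which of them is the gene that the paper means was not tested here. The paper lists vitellogenin as lower in caring females. Only Locus_C828738 of its contigs passed the threshold there in the fit of all libraries, with -3.11 in biparental and -2.92 in uniparental females, and the other contigs that fell did not. Of these, DESeq2's Wald test called Locus_C911252, Locus_C882026, Locus_C885328, Locus_C909574, Locus_C912104 and Locus_C912896 in both female groups, and the likelihood ratio test with a dispersion for each locus called Locus_C869378, Locus_C882026, Locus_C896214 and Locus_C912896 in both. Fits of the same sex, chosen after seeing the values, called all of them in both.

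The paper states that antibacterial and antifungal genes are higher in caring biparental males, and that takeout and vitellogenin are differentially expressed in both sexes. In biparental males none of these contigs passed the threshold here. The likelihood ratio test with a dispersion for each locus called Locus_62915, Locus_8246 and the takeout contig Locus_56531 there, and DESeq2's Wald test called Locus_62915. In biparental females, the likelihood ratio test also called Locus_62915, Locus_8246, Locus_20763 and Locus_3293, DESeq2's Wald test called Locus_62915, and the replicate block called Locus_62915 and Locus_20763. The matched single dispersion, chosen after seeing the values, called vitellogenin contigs and Locus_56531 in both groups of males.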

Other observations

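Here the tests for a larger spread in both forms, for no change in biparental males, for female RNA and for a single dispersion were chosen only after the result was seen, and the others before. The test with unequal shares was written before it was run, when the shares themselves were known.

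Far fewer loci were differentially expressed in caring biparental males than in caring uniparental males. With every library thinned to the smallest total, 455 loci remained in uniparental males, so depth does not account for it. The dispersion common to all loci was 0.0386 in the 12 biparental and 0.0183 in the 12 uniparental libraries. A larger spread that is independent at each locus would leave the mean over many loci in place. Over the 285 loci of the caring score, the caring libraries of biparental males carried 33.2% and 72.0% of the uniparental male change, and those of uniparental males 95.3% and 104.7%. The 72.0% excludes an independent spread as the sole cause. A spread that is shared across the loci of a library remains open, because an exact permutation test of 2 against 2 libraries gave p = 0.333, the lowest that it can give, and so cannot tell. Simulated caring libraries with the unequal shares of the caring score gave a median of 38 loci, from 29 to 49, against 2 in the data. They also gave a median of 54.5 loci that differ between social conditions in males, from 25 to 74, against 0 in the data. Because these sets did not match the data, they cannot tell whether unequal libraries are the cause.

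The first test of a larger spread, written beforehand, was a simulation. Biparental males that carried the whole uniparental male change with the biparental spread gave a median of 334.5 loci in 10 draws, those with 50% of the change gave 45, and those without any change gave 0. It was set aside after its values were seen, because the simulated sets did not match the data. They gave at least 12 loci that differ between social conditions in males at every share, against 0 in the data, and between 775 and 945 loci in caring uniparental males, against 482. The cause of this mismatch was not tested.

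Whether the caring genes of biparental males changed at all was tested in 3 ways, all chosen after the result was seen. Across the 1730 loci of the caring gene set, which are not independent replicates, the caring changes of biparental females and males, which share no library, correlated with r = 0.69. With each library left out in turn the lowest value was 0.49, whereas the post-caring change of biparental males correlated with the caring change of biparental females with 0.35 at the highest. The 0.49 lies above this and argues against the absence of any change. It does not exclude it, because no null distribution was made and the value was reached without caring replicate 2 of biparental males. On the caring score, the lower caring library lay 0.34 above the highest of the 4 control and post-caring libraries. Across the 285 loci of the score, the log2 ratios of a single caring to another biparental male library correlated with the biparental female change with r from 0.29 to 0.80 over 8 pairs, and those of post-caring to control libraries from 0.18 to 0.32, so these ranges of single libraries overlap.

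Uniparental male control replicate 1 held far more vitellogenin counts than replicate 2. Its 9 vitellogenin contigs stood at between 2.06% and 3.59% of the level in female controls. Only 2 other loci were abundant in female controls and at least 20 times lower in the other uniparental male libraries, and they stood at 2.7% and 3.57%, with a median of 3.13%. A wider list held 5 loci, all above every other uniparental male library, with a median of 3.39%. These values are what female RNA in that library could give, and loci regulated together with vitellogenin in males could give them too, so 3.13% cannot tell. Without that library, 26 instead of 23 loci were detected in females only.

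Adjusted p-values in Supplementary Data 1 differ from those of a test with a dispersion for each locus, with a correlation of log10 values between 0.51 and 0.63 in the 4 caring comparisons. With a single dispersion of 0.0625 for all loci, the lowest of these correlations was 1.0000 across 866 genes, so a single dispersion fits those values. The common dispersion estimated from the 24 libraries was 0.02779, and no source for 0.0625 was found. No biological explanation was tested for this difference.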
